# Metastatic canine mammary carcinomas can be identified by a gene expression profile that partly overlaps with human breast cancer profiles

**DOI:** 10.1186/1471-2407-10-618

**Published:** 2010-11-09

**Authors:** Robert Klopfleisch, Dido Lenze, Michael Hummel, Achim D Gruber

## Abstract

**Background:**

Similar to human breast cancer mammary tumors of the female dog are commonly associated with a fatal outcome due to the development of distant metastases. However, the molecular defects leading to metastasis are largely unknown and the value of canine mammary carcinoma as a model for human breast cancer is unclear. In this study, we analyzed the gene expression signatures associated with mammary tumor metastasis and asked for parallels with the human equivalent.

**Methods:**

Messenger RNA expression profiles of twenty-seven lymph node metastasis positive or negative canine mammary carcinomas were established by microarray analysis. Differentially expressed genes were functionally characterized and associated with molecular pathways. The findings were also correlated with published data on human breast cancer.

**Results:**

Metastatic canine mammary carcinomas had 1,011 significantly differentially expressed genes when compared to non-metastatic carcinomas. Metastatic carcinomas had a significant up-regulation of genes associated with cell cycle regulation, matrix modulation, protein folding and proteasomal degradation whereas cell differentiation genes, growth factor pathway genes and regulators of actin organization were significantly down-regulated. Interestingly, 265 of the 1,011 differentially expressed canine genes are also related to human breast cancer and, vice versa, parts of a human prognostic gene signature were identified in the expression profiles of the metastatic canine tumors.

**Conclusions:**

Metastatic canine mammary carcinomas can be discriminated from non-metastatic carcinomas by their gene expression profiles. More than one third of the differentially expressed genes are also described of relevance for human breast cancer. Many of the differentially expressed genes are linked to functions and pathways which appear to be relevant for the induction and maintenance of metastatic progression and may represent new therapeutic targets. Furthermore, dogs are in some aspects suitable as a translational model for human breast tumors in order to identify prognostic molecular signatures and potential therapeutic targets.

## Background

Canine mammary tumor (CMT) is the most common cancer among female dogs and often becomes fatal due to the development of distant metastases [1-3]. Metastasis to the regional lymph node is an early step in metastasis and one of the most important prognostic factors in the diagnosis of CMT, a criterion that is also valid for human breast cancer [4,5]. Lymph node metastases of CMT are usually followed by the development of distant metastases, mainly in the lung, ultimately leading to the death of the dog [6]. However, knowledge of the molecular mechanisms contributing to lymph node and distant metastasis is still fragmentary. Despite numerous studies on this issue, significant metastasis-associated and predictable expression patterns of single genes have not been identified in CMT as yet [7-9]. Global gene expression profiles that compare metastasizing versus non-metastasizing CMT are unavailable whereas several studies on human breast cancer found significant metastasis associated expression profiles. The latter studies identified several non-overlapping expression signatures which are related to the development of lymph node and distant metastases and worse prognoses [10-13]. The available studies on global gene expression in CMT compared normal mammary gland, benign and malignant tumors with unknown lymph node status and clinical follow-up [14,15]. The authors reported that the gene expression profiles of CMT include a gene expression signature associated with neoplastic transformation. Furthermore, comparison of canine and human expression profiles disclosed an overlap of deregulated genes in human and canine mammary tumors [15]. Generally, clinical and molecular features of human and canine bear a likeness in several aspects. Both malignancies are the most common cancer of the female, lymph node metastases indicate a poor prognosis, the hormonal status influences the development of CMT and estrogen receptor (ER), progesterone receptor (PR) and ERBB2 expression patterns do influence the overall survival rate [1,16-18].

The aim of this study was the identification of gene expression signatures in primary CMT that are associated with early lymph node metastasis. Global mRNA expression profiles obtained from metastatic versus non-metastatic CMT cases were compared and differentially expressed genes were analyzed for their function and their role in pathway activation. Moreover, mining in published literature revealed interesting overlapping features when compared to data derived from gene expression profiles of metastatic human breast carcinomas.

## Methods

### Tissue samples

Thirteen simple mammary carcinomas with invasive growth and lymph node metastases at the time of tumor resection and 14 simple carcinomas without lymph node metastases were included in the study (Table 1). Complex carcinomas were excluded from the study to avoid differences in gene expression levels due to differences in mesenchymal/epithelial ratio in the different tissues. None of the patients had a history of progestin treatment or radiographically detectable pulmonary metastases at the time of tumor resection. Distant metastases as the cause of death were determined postoperatively by radiographic detection of metastases (nos. 1-11) or necropsy (nos. 12 and 13). Selection criteria for carcinomas without lymph node metastases included an invasive growth, a negative lymph node status, a histological grade III and a minimal tumor diameter above the average of the lymph node positive tumors (> 2.42 cm). All animals with non-metastatic carcinomas had a overall survival rate of over 24 months except animal no. 22 which developed radiographic detectable lung metastases 8 months after surgery.

**Table 1:** Tumors, lymph node status and histologic and immunohistochemical features of metastatic and non-metastatic canine mammary carcinomas

Dog	Breed	Age in years	Histologic Grade	Tumor size (cm)	Affected lymph node	Postoperative overall survival (months)	ERa	ERBB2
1	American Pittbull	9	Grade III	3	Inguinal	8	-	+
2	Bobtail	10	Grade III	3	inguinal	6	-	+
3	Rottweiler	10	Grade III	3	inguinal	6	-	+
4	Dachshund	13	Grade II	2	inguinal	3	-	+
5	Bavarian Mountain Dog	13	Grade III	5	inguinal	8	-	+
6	Golden Retriever	11	Grade III	1	inguinal	5	-	-
7		12	Grade II	1	axillary	2	-	+
8	Pudel	16	Grade II	3	inguinal	2	-	-
9	West Highland White Terrier	16	Grade II	0.5	inguinal	3	-	+
10	French Bulldog	15	Grade III	1	inguinal	/	-	+
11	Mixed Breed	16	Grade II	3	inguinal	9	-	+
12	Beagle	11	Grade II	4	inguinal	1	-	+
13	Mixed Breed	9	Grade III	2	inguinal	/	-	+

14	Mixed Breed	12	Grade III	4	-	>24	-	+
15	Dalmatian	10	Grade II	3	-	>24	-	+
16	Irish Setter	9	Grade II	3	-	>24	-	+
17	Labrador	11	Grade III	3	-	>24	-	-
18	Soft coat. wheaten Terrier	12	Grade III	4	-	>24	-	+
19	Mixed Breed	11	Grade III	3	-	>24	-	+
20	German Short Hair	12	Grade III	15	-	>24	-	+
21	Poodle	11	Grade II	3	-	>24	-	+
22	Mixed Breed	15	Grade III	7	-	>8	-	+
23	Miniature Pinscher	13	Grade II	2	-	>24	-	+
24	Mixed Breed	11	Grade III	9	-	>24	-	+
25	Great Dane	10	Grade III	7	-	>24	-	+
26	Mixed Breed	9	Grade III	3	-	>24	-	+
27	Mixed Breed	13	Grade III	7	-	>24	-	+

WHWT: West Highland White Terrier

The experimental research reported in the manuscript has been performed with the approval of animal welfare authorities and the ethical committee of the Freie Universität Berlin. Surgical excision of tumour biopsies was part of the tumour treatment according to the state of the art treatment and solely to improve the animals welfare. Furthermore, the animals were under full anaesthesia and not exposed to any additional manipulation due to the inclusion in this study. All animal owners received and approved an informed client consent form.

Tissue specimens were fixed in neutral-buffered 4% formalin or snap frozen in liquid nitrogen within 15 minutes after resection and stored at -80°C until further use. Formalin fixed tumor tissue samples were routinely embedded in paraffin and sections of 2-μm were stained with hematoxylin and eosin. Tumor and lymph node histologies were evaluated independently by two board-certified pathologists, following the criteria of the WHO classification of canine mammary tumors and the Nottingham grading system [19,20]. All 27 tumors were simple carcinomas and characterized by an invasive, mostly solid growth pattern, marked cellular pleomorphism, anisokaryosis and 3 or more mitotic figures per high power field.

### Immunohistochemistry

Oestrogen receptor alpha (ER), ERBB2 expression was immunohistochemically determined using the ABC-method. In brief, monoclonal mouse anti-human ER specific antibody (1:1000, clone CC4-5, Novocastra, Wetzlar, Germany) and rabbit polyclonal anti-human ERBB2 specific antibody (1:150, cat. no. A0485, Dako, Hamburg, Germany) were diluted in Tris-buffered saline (TBS, 50 mM, pH 7.6) and incubated at 4°C overnight after a blocking step with 50% goat serum in TBS for 30 min at room temperature. Polyclonal goat anti-rabbit IgG (1:200; Vector, England, BA1000) and goat anti-mouse IgG (1:200; BA9200, Vector, Burlingame, USA) were used as secondary antibody. Diaminobenzidine tetrahydrochloride (D8001, Sigma Aldrich, Munich, Germany) was used as chromogen and slides were counterstained with hematoxylin (Merck). Normal canine and human mammary gland were used as positive tissue controls. ER and ERBB2 immunolabeling was evaluated in 10 random 200× magnification fields. Tumors were defined as ER or ERBB2 positive if more than 10% of the cells stained positive with the respective antibody.

### Macrodissection of tumor samples and RNA isolation

Macrodissection was performed on all tumor specimens to ensure high tumor cellularity. Only sections with more than 70% carcinoma cells were included in the study as shown by digital image analysis (Scanscope T3, Aperio, Vista, USA; Zeiss Axiovision, Jena, Germany). For mRNA isolation, tissue sections were transferred into 300 μl of lysis buffer (NucleoSpin RNA; Macherey&Nagel, Dueren, Germany) and homogenized (Precellyse 24, Bertin Technology, France). RNA was extracted and purified using a commercial system (NucleoSpin RNA; Macherey&Nagel, Düren, Germany). The RNA quality was controlled using the BioAnalyzer (Agilent Technologies, USA) and only high quality RNA (RIN >8) was used for microarray analyses. For reverse transcription a commercial kit (Iscript cDNA synthesis Kit, Biorad, Germany) was used. 100 ng of total RNA of each sample were used for reverse transcription of each tissue sample and the reactions were performed exactly according to the manufacturers instructions. cDNA was stored in low adhesion tubes at -20°C.

### Microarray analyses

Affymetrix GeneChip hybridization (Canine Genome 2.0 Array) was performed with 2 μg total RNA according to the manufacturer's recommendations. The chips were stained and washed with the GeneChip Fluidics Station 450 and visualized on an Affymetrix GeneChip Scanner 3000. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE20718: (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bbwvhacsemokkfq&acc=GSE20718)

### Quantitative RT-PCR (qPCR)

Quantitative PCR was used to validate array gene expression data. To this end, established qPCR assays for eight genes that were identified in the metastatic gene signature were used to compare mRNA expression levels in metastatic and non-metastatic tumors. Primer sequences, product length and sequence accession numbers for the PCR assays for AURKA, ALOX12, BMP6, ERBB4, HEPACAM2, IGFR2, RAD51, TGFBR3 and the housekeeper genes A5B, HPRT and RP32 mRNA expression levels were used before [17,21-24] and are describe in Additional file 1. Each qPCR reaction had a 20 μl reaction volume containing 5 μl cDNA corresponding to 100 ng input RNA, 500 nM of each forward and reverse primer, 12.5 μl of the Maxima Sybr Green/Rox qPCR Master Mix (Fermentas, Germany) containing 2.5 mM Mg^2+ ^and 5 mM dNTP. Tubes and lids were purchased from Fermentas (Germany). Cycling parameters for all assays were, 95°C for 10 min, 95°C for 30 sec, 58°C for 60 sec, 72°C for 30 sec for 40 cycles. Melting curve ranged from 58°C to 95°C and was read every 0.2°C and hold for 2 sec. The cDNA of all samples were amplified on the same plate for every primer pair to ensure equal amplification conditions. Specificity of amplification products was confirmed by melting curve and sequence analyses. For each sample, results were documented as cycle threshold (CT) set to 100 relative fluorescence unit values of background subtracted qPCR fluorescence kinetics by using the MX Pro Stratagene analysis software, applying the adaptive baseline, amplification based threshold and moving average algorithm enhancement. Relative expression of the target gene (TG) was calculated using a comparative ΔCT-method with multiple housekeepers as previously described[25-27]. The housekeeper genes used were selected from a panel of reference genes (RG) according to the GeNorm algorithm[28]. Data are presented as fold change in gene expression level of the gene of interest (GOI) in lymph node-positive carcinomas (LN+) normalized to the housekeepers and to the similarly normalized GOI expression levels in lymph node-negative carcinomas (LN-). Significance (p < 0.05) of differential gene expression was tested using Shapiro-Wilk-test and t-test.

### Data analysis

Affymetrix CEL files were imported into Partek Genomic Suite Software (Version 6.4, Partek Inc., St. Louis, USA) and processed by the implemented gcRMA workflow (median polish probe set summarization, RMA background correction, quantile normalization). Differences in gene expression between samples with and without metastases were analyzed by ANOVA and false discovery rate was controlled by using the q-value method. Differentially expressed genes were selected by applying a filter of q < 0.001 and a fold-change of >1.7 in both directions. Unnamed genes were excluded from the list. Hierarchical clustering of the samples and genes was conducted using Pearson correlation and complete linkage.

To supplement the gene annotations of the differentially expressed genes with functional information, BLAST search and Affymetrix-provided human to canine microarray comparisons were used to map canine genes to their human equivalents as has been shown before [29]. Using the human equivalents as templates, the DAVID database was queried for gene ontology information [30]. To study enriched functional gene families and functional annotation, all down-regulated and all up-regulated genes were submitted separately to DAVID. In the case of redundant probe with a fold change in the same direction only the probe set with the highest fold change was included in further analysis. Selection criteria for DAVID included a medium stringency, ≥ 4 probes within a cluster and an enrichment factor >1.3. In case of multiple appearances of similar gene families or functional annotation terms, the cluster with the higher enrichment factor was selected. Reported associations between the differentially expressed genes and human breast cancer were determined using the MEDGENE database [31], entering the search term: 'breast neoplasms'.

The GenMAPP software was used for pathway analysis [32]. Analyses of up- or down-regulated gene sets were performed independently. Quality criteria for pathway selection included more than 3 genes, z-score of |>2| and p < 0.05.

## Results

### Immunohistological phenotype of the tumors

All lymph node positive and lymph node negative tumors were ER negative. In addition, 11/13 lymph node positive tumors and 13/14 lymph node negative tumors were ERBB2 positive.

### Identification of differentially expressed genes

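The 27 tumors were hybridized singly to Affymetrix canine arrays, 13 from dogs with lymph node metastases (dogs 1 to 13) and 14 from dogs without (dogs 14 to 27). By Table 1, 6 of the 13 metastatic tumors were of grade II and 7 of grade III, against 4 and 10 of the 14 non-metastatic tumors. The metastatic tumors measured 2.42 ± 1.32 cm (SD, n = 13) and the non-metastatic tumors 5.21 ± 3.53 cm (SD, n = 14; two-sided permutation test, p = 0.00501), the latter having been selected by the methods for a diameter above the average of the former, although that of dog 23 measured 2 cm. The dogs were 12.4 ± 2.66 and 11.4 ± 1.65 years old (p = 0.266 from the same test). The authors processed the arrays with the gcRMA workflow of Partek Genomic Suite (RMA background correction, quantile normalization and median polish), and the log2 values were used as they stand. They ranged from 0.29 to 16.61 with a median of 3.66, and the number of arrays limits the precision of every difference given here. The upper quartile of an array was 7.93 ± 0.04 (SD, n = 13) in metastatic and 7.76 ± 0.15 (SD, n = 14) in non-metastatic tumors (permutation test, p = 1.00e-04). The GAPDH control probe sets, whose 3′ to 5′ difference is a sign of RNA quality, differed by 1.84 ± 0.32 and 1.32 ± 0.42 on the log2 scale (p = 0.00180), and those of actin by 4.13 ± 0.47 and 4.49 ± 0.77 (p = 0.149). Of the sample names, 11 of 13 in the metastatic group and 0 of 14 in the other end in the letter T, and the paper does not say whether this marks a batch. After 175 control probe sets were left out of 43035, the groups were compared over 42860 probe sets with limma (empirical Bayes) and Benjamini-Hochberg adjustment. Each of the 15115 genes with a symbol on the platform was represented by its probe set of highest mean over all tumors, and 8254 of them have more than 1 probe set.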

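KIF15, a spindle motor, rose by 2.90 on the log2 scale in metastatic tumors (standard error 0.52, adjusted p = 0.000957 from limma, above the non-metastatic median in 13 of 13 metastatic tumors), CEP55, which acts in abscission, by 2.38, and CENPP and ZWILCH, which belong to the kinetochore, by 2.21 and 2.19. DSCC1, a factor of sister chromatid cohesion, rose by 2.41 and LRR1 by 2.31. ISG20, an interferon-induced exonuclease, was higher by 3.53 (standard error 0.62, adjusted p = 0.000803), the cholesterol synthesis enzyme SQLE by 2.56, the collagen hydroxylase P4HA3 by 2.43 and the Ras association gene RASSF4 by 2.10. In the other direction stood NTRK2, a neurotrophin receptor, with a difference of −3.18 (standard error 0.51, adjusted p = 0.000392, below the non-metastatic median in 13 of 13), KLHL13, an adaptor of cullin ubiquitin ligases, with −3.03, LETM2 with −2.76 and the vesicle SNARE VAMP2 with −2.38. The Hippo kinase LATS1 was lower by a log2 difference of −2.13 (standard error 0.30, adjusted p = 0.000155), the ubiquitin ligase TRIM58 by −2.14, the RNA-binding proteins LARP4 and EWSR1 by −1.92 and −1.78, the water channel AQP8 by −1.83 and PIH1D2 by −1.72. These 20 genes are those of largest fold among the genes past an adjusted p of 0.001 and a fold of 1.7 in either direction. By these thresholds of the study, 256 probe sets were higher and 253 lower in metastatic tumors, of which 223 and 125 carry the symbol of 1 gene. With a fold of 2 in place of 1.7, 166 probe sets were higher and 217 lower. Represented by 1 probe set each, 1578 genes rose and 1033 fell at an adjusted p under 0.05. The division between directions depended on scaling, with 69 higher and 321 lower probe sets when the values were quantile-normalized again and 333 and 218 when each array was centred on its median. Leaving out 1 tumor moved the total of 509 by more than 1.5 times for dogs 6 (335), 7 (314), 9 (317), 10 (319), 17 (307), 19 (325) and 25 (316). The count of higher probe sets moved as far without dogs 3 (163), 4 (164), 6 (158), 7 (132), 9 (147), 10 (148), 14 (393), 15 (167), 17 (134), 19 (143), 20 (147), 21 (154), 22 (437), 23 (163), 24 (168), 25 (137), 26 (161) or 27 (166). With age and tumor size as covariates 3 probe sets, all among the 509, passed the thresholds and 384 genes an adjusted p of 0.05. All tumors with names ending in T are metastatic. With the ending of the sample name as a block the metastatic side of the comparison thus rests on dogs 1 and 8. A call lost or a sign changed in that fit, here or below, therefore does not decide whether handling behind the name made a difference. In it 6 probe sets passed the thresholds and 11 genes an adjusted p of 0.05. Of these 6 probe sets 0 were among the 509, and 2 of the 11 genes also passed in the main comparison. With the upper quartile of the array as a covariate, an alternative chosen after seeing the data, the counts were 47 and 848. Of these 47 probe sets 32 were among the 509.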

Comparison of the global expression of canine mammary carcinomas with or without lymph node metastasis revealed 1011 differentially expressed genes, 744 genes of which were up-regulated metastatic carcinomas whereas only 267 genes were down-regulated (1.7× fold change, false discovery rate q < 0.001, Additional file 2). 

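AURKA, a kinase of the mitotic spindle, and HEPACAM2, an adhesion molecule of the immunoglobulin family, show where single tumors lay. AURKA had a log2 level of 8.45 ± 1.28 (SD, n = 13) in metastatic and 6.35 ± 1.23 (SD, n = 14) in non-metastatic tumors, with 8.13 in the tumor of dog 14 and 8.69 in that of dog 22. HEPACAM2 had a level of 4.33 ± 1.58 in metastatic and 8.06 ± 2.82 in non-metastatic tumors, with 6.18 in dog 14 and 3.19 in dog 22. Clustering on the 509 probe sets past the study's thresholds, by Pearson correlation and complete linkage, put all 13 metastatic tumors and 2 non-metastatic tumors, those of dogs 14 and 22, on one side of the tree. The division was the same on the probe sets held of Additional file 2, which are 1 fewer than the 1011 the paper counts. On the 1000 probe sets of largest variance, chosen without regard to lymph node status, 23 of 27 tumors lay with their group, the exceptions being dogs 12, 13, 14 and 22. Where each tumor was left out in turn and then placed by its correlation with the group means of the others, 12 of 13 metastatic and 12 of 14 non-metastatic tumors were placed with their own group, and dogs 8, 14 and 22 were not. The probe sets clustered were chosen for the group difference, so the division of the tree is not independent of it. With tumor size as a covariate in the choice of probe sets, an alternative chosen after seeing the data, 59.3% of the tumors lay on their own side of the tree and 55.6% were placed with their own group, and with the ending of the sample name as a block 51.9% and 44.4%. Only 4 probe sets passed the thresholds with size and 6 with the name ending, against the 509 of the main tree. Of those 6, 0 were among the 509. Trees of splits of the tumors into groups of the same sizes, on probe sets of smallest p, put 19 to 26 of 27 tumors on their own side. The tree percentages are thus not to be read on a scale from 0.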

With the exception of two cases (dogs no. 14, 22), these genes were able to clearly separate the two tumor groups by means of two-dimensional hierarchical clustering (Figure 1). Interestingly, one of the tumors (no. 22) developed radiographic detectable lung metastases 8 months postoperatively. However, the other case (14) did not develop metastases during a 24 month clinical follow-up. qPCR confirmed significant expression differences for all seven of the eight genes analyzed (Table 2).

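Of 7 genes examined that were measured by both methods, AURKA and BMP6 were higher in metastatic tumors on the arrays. AURKA rose by 2.10 on the log2 scale (standard error 0.47, adjusted p = 0.00428 from limma). Its other probe set, the one in Additional file 2, had 2.55 (standard error 0.50, adjusted p = 0.00146). BMP6, a ligand of the TGF-beta family, rose by 2.13 (standard error 0.49, adjusted p = 0.00483). The receptors were lower, namely ERBB4, a tyrosine kinase of the EGF receptor family, with −1.30 (standard error 0.19, adjusted p = 0.000260), and TGFBR3, betaglycan, with −2.45 (standard error 0.57, adjusted p = 0.00540). HEPACAM2 was lower by a log2 difference of −3.73 (standard error 0.87, adjusted p = 0.00535) and the lipoxygenase ALOX12 by −1.11 (standard error 0.23, adjusted p = 0.00257). AURKA, HEPACAM2, ERBB4 and TGFBR3 lay beyond the non-metastatic median in all 13 metastatic tumors, and ALOX12 and BMP6 in 12. IGF2R, the receptor that clears IGF2, had a difference of −0.70 (standard error 0.24, adjusted p = 0.0448, lower in 12 of 13), and its call was lost without any 1 tumor other than those of dogs 1, 2, 3, 4, 8, 11, 16, 17, 20, 22, 23 and 26, with an adjusted p of up to 0.0729. Another probe set of IGF2R, the one in Additional file 2, had −1.04 (standard error 0.25, adjusted p = 0.00593) and the remaining one −0.91 (adjusted p = 0.0204). Only ERBB4 passed both thresholds of the study among these 7 genes. With the ending of the sample name as a block, where the metastatic side rests on dogs 1 and 8, 0 genes fell at an adjusted p under 0.05. As ratios of metastatic to non-metastatic tumors, the folds in that fit were 3.04 for AURKA and 9.35 for BMP6. They were 0.613 for ERBB4, 0.217 for TGFBR3, 0.0423 for HEPACAM2, 0.630 for ALOX12 and 0.903 for IGF2R.

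**Figure D1:**
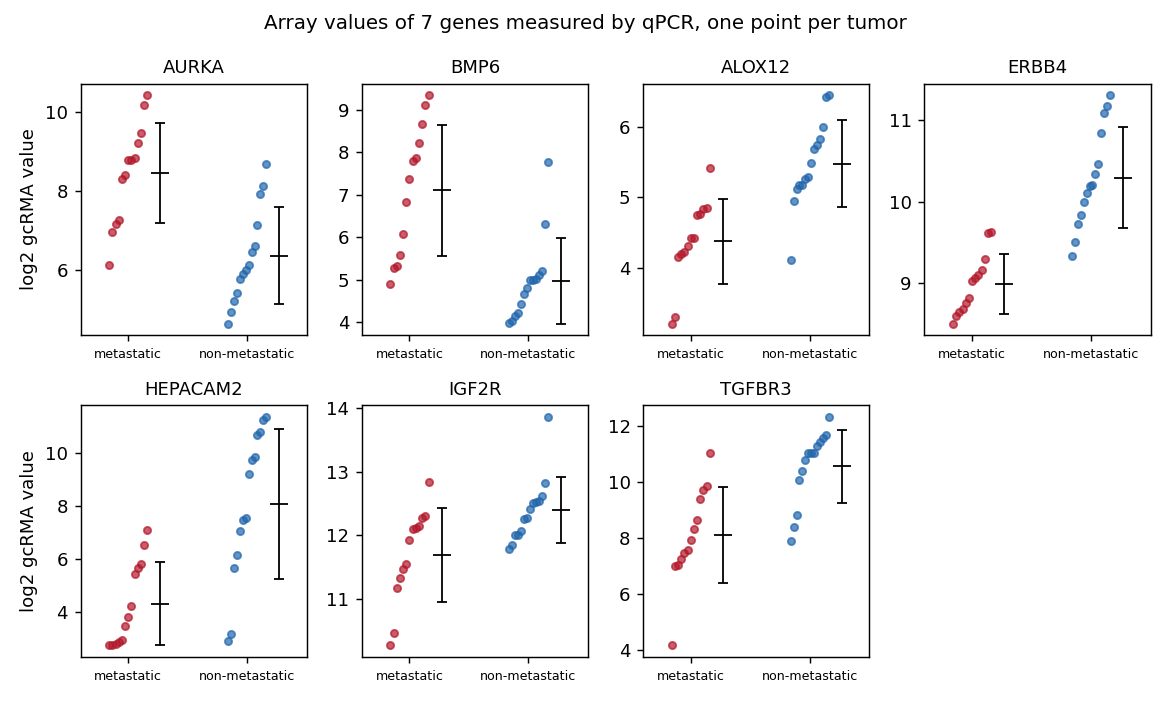
Log2 array values of 7 genes of Table 2 in each of 13 metastatic and 14 non-metastatic tumors, with bars for mean ± SD. The groups of ERBB4 lie 1.30 apart and those of HEPACAM2 3.73 apart.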

**Figure 1:**
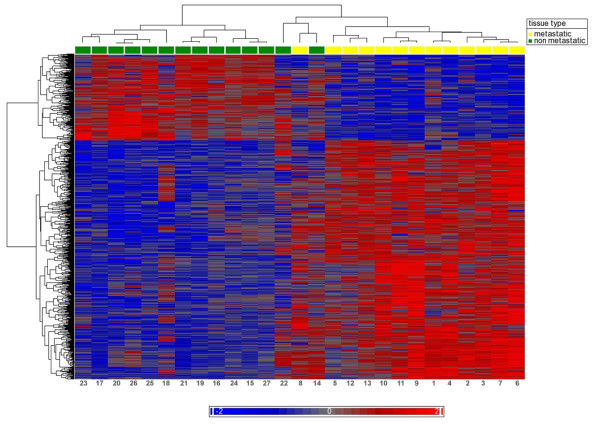
**Two dimensional cluster analysis of metastatic versus non-metastatic canine mammary tumors**. Two of the lymph node metastasis-negative carcinomas were adjoined to the metastatic tumor cluster. One of these animals (no. 22) developed lung metastases 8 months after initial surgery despite negative lymph-node status.

**Table 2:** Confirmation of cDNA-Array data by quantitative RT-PCT

Gene	Mean fold change in metastatic carcinomas by qPCR	Mean fold change in metastatic carcinomas by microarray
AURKA	2.5 (0.52)*	5.9
ALOX12	0.6 (0.11)*	0.4
BMP-6	2.4 (0.97)*	4.4
ERBB-4	0.4 (0.09)*	0.4
HEPACAM2	0.2 (0.05)*	0.01
IGFR2	0.6 (0.11)	0.4
RAD51	2.4 (0.67)*	4.7
TGFBR-3	0.41 (0.90)*	0.2

* Difference between mean expression levels significant (p < 0.05)

### Up-regulation of cell cycle and DNA-damage repair genes in metastatic canine carcinomas

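Genes of mitosis and of DNA replication were higher together in metastatic tumors. Of 35 measured genes of mitosis and the spindle, fixed as a list before the data were examined, 30 rose and 0 fell (32 and 0 when adjusted over the list alone), with a median log2 difference of 2.20. PRC1, which bundles the central spindle, rose by 3.10 (standard error 0.58, adjusted p = 0.00123 from limma, 13 of 13 metastatic tumors above the non-metastatic median), TPX2, an activator of AURKA, by 2.68, the separase gene ESPL1 by 2.45 and CDCA8 of the chromosomal passenger complex by 2.27. UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, did not pass the test (log2 difference −0.072, adjusted p = 0.351). A gene that does not pass is not thereby shown to be unchanged. DNA replication had 38 measured genes, of which 28 rose and 0 fell (32 and 0 when adjusted over the list alone), with a median of 1.05. RRM1, the large subunit of ribonucleotide reductase, rose by 1.16, the clamp loader gene RFC3 by 1.40, RPA2 of the single-strand binding protein by 1.28 and GINS1 of the replicative helicase by 1.47. Both lists moved apart from the other genes by camera with a preset correlation (adjusted p = 5.38e-17 and 1.82e-16), but not with an estimated correlation (adjusted p = 0.181 and 0.177 with an estimated correlation). The upper quartile of the arrays, the GAPDH 3′ to 5′ difference and tumor size differed between the same groups, and genes of smooth muscle were lower in the same tumors.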

Functional analysis of the metastasis-associated genes identified an up-regulation of 93 cell cycle associated genes with functions in cell cycle progression (Table 3). Interestingly, the 13 cell cycle checkpoint genes and 27 DNA-damage repair genes in the gene list were exclusively up-regulated and only one of the 6 cyclin genes was down-regulated (Table 3). 

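The 4 measured cyclins and cyclin-like genes of the upper part of Table 3 all rose, namely CCNA2 of S phase and mitosis by 2.52 on the log2 scale, CCNB2 of mitosis by 2.54, CCNE1 of the G1 to S transition by 1.86 and the pocket protein gene RBL1 by 1.12. CCNB1, whose probe set carries that symbol in Additional file 2 and not on the platform, rose by 3.06 and CCNL2, a cyclin linked to splicing, was lower by a difference of −0.92 (standard error 0.15, adjusted p = 0.000392 from limma). Of 88 measured cell cycle genes listed as up-regulated, 74 rose and 0 fell (81 and 0 when adjusted over the list alone), among them the cohesin acetyltransferase gene ESCO2 with 2.72, against 0.69 for the spindle motor KIFC1 (adjusted p = 0.433), which did not pass. Of 10 listed as down-regulated, LATS1, BRINP1 (−1.93), SESN1 (−1.10), BCL6 (−1.05) and RBM5 (−0.80) fell and PPP2R1B (0.72) rose, the last pair named after their values were seen (6 lower and 1 higher when adjusted over the list alone). DST (−0.99, adjusted p = 0.106), NEDD9 (−0.23, 0.713), KHDRBS1 (0.13, 0.679) and TARDBP (0.17, 0.139) did not pass, and the probe sets of largest fold of KHDRBS1 and TARDBP had differences of −1.06 and −2.07. Checkpoint genes rose in 8 of 12 cases (10 when adjusted over the list alone) and fell in 0, with TTK, a kinase of the spindle checkpoint, at 2.95, GTSE1 at 2.24, BIRC5, survivin, at 2.13 and CDC45 of the replicative helicase at 2.06. BUB3 (0.33, adjusted p = 0.107), ZW10 (0.33, 0.175), SMC1A (0.40, 0.180) and CHEK2 (0.79, 0.112) did not pass. Repair genes of Table 3 rose in 22 of 25 cases (24 when adjusted over the list alone), with the uracil glycosylase gene UNG at 1.89 and the chromatin assembly factor gene CHAF1B at 2.03, while EXO1 had 0.65 (adjusted p = 0.129) and GTF2H3 0.51 (0.108). The study chose these lists on the same tumors, so their counts are not independent evidence of direction. In a list of 37 repair genes fixed beforehand, 8 rose, with MRE11, a nuclease of break repair, at 1.01 and OGG1, which excises oxidized guanine, at 0.53, and 0 fell, with ATM at −0.59 (adjusted p = 0.0508) and TP53BP1 at −0.48 (0.0699). Adjusted over the list alone 12 rose and 2 fell, and the median was 0.33 (camera, adjusted p = 0.00401, and adjusted p = 0.295 with an estimated correlation). The call of the repair list was lost with values quantile-normalized again (0.15), with probe sets above the median brightness (0.41), with the smooth muscle score as a covariate (0.13) or with the mitosis score as a covariate (−0.015). MRE11 had −0.089 with the ending of the sample name as a block, the opposite sign. ATM (−0.59), BUB3 (0.80), CHEK2 (1.63), DST (−2.98), EXO1 (1.56), GTF2H3 (1.49), KIFC1 (1.19), NEDD9 (−3.49), SMC1A (1.32) and ZW10 (0.77) passed with genes represented by the probe set of largest fold. That probe set is chosen by the group difference itself, so passing with it, here or below, is not independent evidence. The difference of ATM is the same in both comparisons.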

49 genes associated with protein metabolism were also up-regulated, including protein folding, ubiquitin dependent proteins and prefoldins, suggesting an increased biosynthesis of the cells. Furthermore, anti-apoptotic and pro-apoptotic genes, members of the RAS signaling cascade were up-regulated (Table 4). 

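Some chaperones, prefoldins and proteasome subunits rose in metastatic tumors. Of 35 measured genes of protein folding, 15 rose and 0 fell (19 and 0 when adjusted over the list alone), with a median log2 difference of 0.31. The disulfide isomerase gene PDIA6 rose by 0.91 (standard error 0.16, adjusted p = 0.000873 from limma), HSPD1, the mitochondrial chaperonin, by 0.58, and CDC37, a co-chaperone of kinases, by 0.61. PFDN2 of the prefoldin complex rose by 0.45 and PFDN6, whose probe set carries more than 1 symbol on the platform and this one in Additional file 2, by 0.90, while PFDN4 had a difference of −0.037 (adjusted p = 0.472). Of 28 proteasome genes, 15 rose and 0 fell (17 and 0 when adjusted over the list alone), with a median of 0.42. Core particle genes PSMB3, PSMA1 and PSMA7 rose by 0.82, 0.75 and 0.69 and the activator gene PSME3 by 0.78, each in 13 of 13 metastatic tumors, and PSMC5 of the regulatory particle had −0.18 (adjusted p = 0.294). By camera the lists moved with adjusted p = 2.53e-07 and 1.58e-09, and with adjusted p = 0.112 and 0.148 with an estimated correlation. PFDN6 had −0.097 with the ending of the sample name as a block, the opposite sign.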

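Genes on either side of apoptosis were higher in metastatic tumors. SIVA1, which promotes apoptosis through death receptors, rose by 1.49 on the log2 scale (standard error 0.31, adjusted p = 0.00269 from limma), AATF, a transcription factor that opposes it, by 0.91 and PDCD10 by 0.77, and the inhibitor gene BIRC5 was also higher. TNFRSF21, death receptor 6, was lower by a difference of −1.17 in 13 of 13 metastatic tumors. Of 34 measured apoptosis genes, 10 rose and 1 fell (11 and 1 when adjusted over the list alone), with a median of 0.35 (camera, adjusted p = 0.00137, and adjusted p = 0.145 with an estimated correlation). Of 29 genes of RAS and MAPK signalling, 5 rose, namely RASSF4, the RAS gene HRAS by 1.39, the tumor suppressor gene RASSF1 by 1.11, the phosphatase gene PTPN11 by 0.81 and RAP1A, named after its value was seen, by 0.50, a call lost without the tumor of any of dogs 3, 7, 25 or 26, with an adjusted p of up to 0.0517. The kinase gene BRAF was lower by a difference of −0.80, and SHC1 had −0.85 (adjusted p = 0.0601). Adjusted over the list alone 5 rose and 2 fell, and the list did not move apart from other genes (median 0.051, camera, adjusted p = 0.249), although it passed as higher with the ending of the sample name as a block (0.20), with the smooth muscle score as a covariate (0.29) or with the mitosis score as a covariate (0.35). Leaving out 1 tumor moved that median over a range of 0.0049 without dog 8 to 0.085 without dog 6. RAP1A had −0.078 with the ending of the sample name as a block, the opposite sign. SHC1 (−0.98) passed with genes represented by the probe set of largest fold.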

Interestingly, transcription factors and methyltransferases were significantly enriched in both up-regulated and down-regulated gene lists indicating that the metastatic phenotype is associated with a different equilibrium of gene activation and deactivation (Table 4).

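Methyltransferase genes changed in both directions. METTL1 and METTL5, which methylate transfer and ribosomal RNA, rose by 1.74 and 1.04 on the log2 scale, SETDB2 by 0.88 and the RNA methyltransferase gene NSUN2 by 0.56. NSD3, a histone H3 lysine methyltransferase, was lower by a difference of −1.02 (standard error 0.16, adjusted p = 0.000391 from limma, lower in 13 of 13 metastatic tumors), as were KMT2E (−0.62) and, named after their values were seen, KMT2A (−0.65) and SMYD2 (−0.65). Of 42 measured methyltransferases, 9 rose and 4 fell (10 and 7 when adjusted over the list alone), and as a list they did not move (median 0.12, camera, adjusted p = 0.287). Among genes of RNA processing, those that rose include the hnRNP gene HNRNPC at 0.50, LSM3 and LSM4 of the LSm rings at 0.82 and 0.80 and the pseudouridine synthase gene DKC1 at 1.45. The splicing factor genes SF3B1 (−0.42) and SF3B2 (−0.43) fell, as did SF3A2 (−0.55) and SRSF2 (−0.22), the last pair named after their values were seen, and the call of SRSF2 was lost without any 1 tumor other than those of dogs 1, 7, 8, 16, 17, 18, 22 and 25, with an adjusted p of up to 0.0697. Of 46 such genes 19 rose and 4 fell (23 and 5 when adjusted over the list alone), with a median of 0.36 (camera, adjusted p = 2.37e-06, and adjusted p = 0.186 with an estimated correlation), and the call of the list was lost with the mitosis score as a covariate (0.22). SF3B2 had 0.13 and SRSF2 had 0.15 with the ending of the sample name as a block, each of the opposite sign.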

**Table 3:** Up- and down-regulated cell cycle genes

Up-regulated cell cycle genes	Down-regulated cell cycle genes
Cell Cycle Genes	

ANAPC10, APPL1, AURKA, BIRC5, BUB3, CCDC5, CCNA2, CCNB1, CCNB2, CCNE1, CDC2, CDC27, CDC37, CDC45L, CDC5L, CDC6, CDCA2, CDCA5, CDCA8, CETN3, CGREF1, CHAF1A, CHAF1B, CHEK2, CKAP2, DKC1, DTYMK, ERBB2IP, ESCO2, ESPL1, EXO1, FBXO5, GADD45B, GADD45GIP1, GMNN, GTSE1, ILF3, INCENP, IRF1, KATNA1, KIF15, KIF23, KIFC1, LIN9, MAD2L1, MCM5, MCM6, MIS12, MRPL41, MYBL2, NCAPG, NCAPG2, NCAPH, NDC80, NME1, NOLC1, NPM1, NUF2, NUSAP1, PARD3B, PBK, PES1, PFDN1, PIK3CB, PLK1, PPM1G, PRC1, PRMT5, PTPN11, RAD17, RAD21, RAD51, RANBP1, RASSF1, RASSF4, B1CC1, RBL1, RPA1, SASS6, SGOL1, SMC1A, SPC24, SPC25, SPIN1, STK11, SUGT1, TPX2, TTK, TXNL4A, UHRF1, YEATS4, YWHAQ, ZW10	BCL6, DBC1, DST, KHDRBS1, LATS1, NEDD9, PPP2R1B, RBM5, SESN1, TARDBP,
Cell Cycle Checkpoint Genes	

BIRC5, BUB3, CDC2, CDC45L, CDC6, CHEK2, GTSE1, MAD2L1, PTPN11, RAD17, SMC1A, TTK, ZW10,	
Cyclin Genes	

CCNE1, RBL1, CCNB2, CCNA2, CCNB1	CCNL2
DNA-Damage Repair Genes	

APEX2, CHAF1A, CHAF1B, DCLRE1B, ESCO2, EXO1, FEN1, GADD45B, GADD45GIP1, GEN1, GTF2H3, NSMCE2, NUDT1, POLD3, RAD17, RAD21, RAD51, RAD51C, RFC3, RPA1, SMC1A, SMC5, TOPBP1, TYMS, UBE2N, UHRF1, UNG	

**Table 4:** Enriched functional gene classes in the differential expression profile of metastatic canine mammary tumors

Functional gene class	Gene number	Enrichment factor
**up-regulated genes**		
M-phase	52	17.49
DNA replication	29	6.72
Protein folding	32	6.34
Transcription factors	48	6.21
RNA processing	50	5.99
Apoptosis	10	5.98
Mitochondrion	59	5.96
Cell cycle checkpoint	14	4.09
DNA damage response	30	3.52
Ubiquitin-pathway	13	2.56
DNA-replication initiation	7	2.05
Methyltransferases	15	1.95
RAS-signalling	5	1.71
Prefoldins	4	1.62
Transcription repressors	13	1.32

**down-regulated genes**		
Transcription factors	55	3.62
mRNA processing	11	3.45
Muscle contraction	10	2.86
Transcription regulation	41	2.36
Cell growth regulation	10	2.03
Methyltransferases	6	1.75
Cell differentiation	54	1.58
Transmembrane tyrosine kinase receptors	12	1.33

### Down-regulation of growth factor receptor pathways and cell differentiation genes in metastatic canine carcinomas

39 genes with receptor activity were up- and down regulated in metastatic tumors (Table 4, 5). However, transmembrane tyrosine kinase receptor genes were significantly and exclusively down-regulated in metastatic carcinomas (Table 5). Specifically, genes of growth factor signaling pathways epidermal growth factor (*EGF*), transforming growth factor-beta (*TGFB*), fibroblast growth factor (*FGF*), hepatocyte growth factor receptor (*MET*) and insulin-like growth factor (*IGF*) I and II were preferentially down-regulated in the metastatic tumors. 

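Receptors of myeloid cells and of proteases were among those that rose in metastatic tumors. F2RL1, a protease-activated receptor, rose by 2.14 on the log2 scale (standard error 0.51, adjusted p = 0.00600 from limma), CD300LF, an inhibitory receptor of myeloid cells, by 1.93 and TREM1, which amplifies inflammatory signals in neutrophils and monocytes, by 1.85. NPR2, a natriuretic peptide receptor, was lower by a difference of −1.69 (standard error 0.34, adjusted p = 0.00189). Of 17 measured genes in the up-regulated column of Table 5, 15 rose and 0 fell (15 and 0 when adjusted over the list alone), and GOSR2 (0.16, adjusted p = 0.413) and CRLF3 (0.45, 0.170) did not pass. Of 19 in the down-regulated column, 15 fell and 0 rose (16 and 1 when adjusted over the list alone). The 4 that did not pass were ADGRF5 (−0.76, adjusted p = 0.0931), GIT2 (−0.048, 0.888), TNPO3 (0.34, 0.170) and PTPN2 (0.49, 0.0986), and the probe sets of largest fold of TNPO3 and PTPN2 had differences of −2.07 and −0.95. Both columns were chosen by the study on these tumors and are not independent evidence of direction. ADGRF5 (−1.67), CRLF3 (1.23), GIT2 (−1.78) and GOSR2 (0.96) passed with genes represented by the probe set of largest fold.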

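The receptor genes FGFR1, MET and EPHB1 fell in metastatic tumors. FGFR1, a receptor of fibroblast growth factors, had a log2 difference of −2.92 (standard error 0.55, adjusted p = 0.00121 from limma, lower in 13 of 13 metastatic tumors), MET, the receptor of hepatocyte growth factor, of −1.64 (standard error 0.42, adjusted p = 0.00902, 11 of 13) and the ephrin receptor gene EPHB1 of −1.49. The 9 genes that Table 5 lists as transmembrane tyrosine kinase receptors, NRP1, TGFBR3 and IGF2R included, all fell (9 when adjusted over the list alone), a choice made by the study on these tumors and thus no independent evidence. Of 44 receptor tyrosine kinases measured, a list fixed beforehand, 9 fell, among them NTRK2, ERBB4, TEK of the angiopoietins at −1.02 and, named after their values were seen, NTRK3 (−2.02), EPHB3 (−1.05) and FLT4 (−0.44). The other direction held 3 genes that rose, the VEGF receptor gene FLT1 by 1.28 (adjusted p = 0.0209), the ephrin receptor gene EPHB4 by 0.97 (0.0197) and EPHA2, named after its value was seen, by 1.04 (0.0461). The call of EPHA2 was lost without any 1 tumor other than those of dogs 3, 6, 7, 11, 12, 14 and 16, with an adjusted p of up to 0.0768. Adjusted over the list alone 10 fell and 4 rose, and the median over the list was −0.076 (camera, adjusted p = 0.0816, and adjusted p = 0.295 with an estimated correlation). Without dog 22 the list passed (median −0.18, against −0.022 without dog 6), and it also passed as lower with values quantile-normalized again (−0.11), with arrays centred on their median (−0.030), with probe sets above the median brightness (−0.36), with dog 22 counted as metastatic (−0.25), without dogs 14 and 22 (−0.20), with age and size as covariates (−0.10) or with only metastatic names ending in T (−0.067), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (−0.085). TEK had 0.66 with the ending of the sample name as a block, the opposite sign. DDR2 (−1.64), EGFR (−0.91) and PDGFRA (1.72) passed with genes represented by the probe set of largest fold. For DDR2 and PDGFRA the difference equals that of the main comparison, so the change lies in the adjustment and not in another probe set. TIE1 had −0.36 and did not pass, but passed at 0.84 by its probe set of largest fold, the opposite sign.

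**Figure D2:**
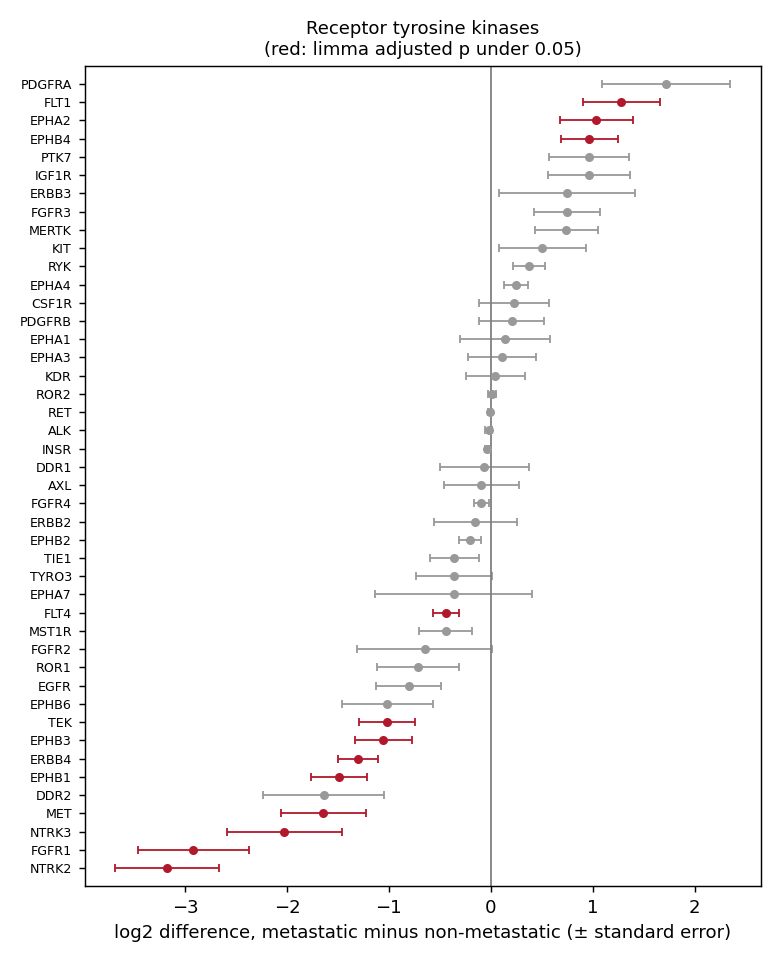
Log2 difference between 13 metastatic and 14 non-metastatic tumors (horizontal axis, bars ± standard error) of 44 receptor tyrosine kinases, with red points for an adjusted p under 0.05. NTRK2 lies lowest at −3.18 and PDGFRA highest at 1.72.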

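TGF-beta family genes changed in both directions. FST, which binds activin, was lower in metastatic tumors by a log2 difference of −3.44 (standard error 0.64, adjusted p = 0.00121 from limma, 12 of 13 metastatic tumors), TGFB3 by −1.11 and NRP1, a co-receptor of VEGF and TGF-beta, by −1.18. The probe set of NRP1 in Additional file 2, another one, had −2.66 (standard error 0.40, adjusted p = 0.000151) and passed the study's thresholds. TGFB1 rose by 1.04 (adjusted p = 0.0365, 9 of 13), a call lost without the tumor of any of dogs 2, 4, 5, 8, 9, 10, 17, 18, 20 or 26, with an adjusted p of up to 0.0624. Of 34 measured growth factor ligands and TGF-beta receptors, 8 fell and 3 rose (10 and 5 when adjusted over the list alone), the last being TGFB1, BMP6 and the EGF receptor ligand HBEGF, named after its value was seen, with 0.81. The call of HBEGF (adjusted p = 0.0461) was lost without any 1 tumor other than those of dogs 1, 3, 4, 6, 7, 9, 11, 14 and 22, with an adjusted p of up to 0.0760. The ligands EGF (−1.08, adjusted p = 0.241), IGF1 (0.30, 0.780) and IGF2 (−2.53, 0.157) did not pass, nor did the receptor gene EGFR (−0.81, 0.0787). The list as a whole had a median of −0.23 (camera, adjusted p = 0.143) and passed as lower with arrays centred on their median (−0.18), with probe sets above the median brightness (−0.28) or in grade II tumors (−0.12), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (−0.085). Its median was −0.12 without dog 18, and its adjusted p from camera was 0.538 with an estimated correlation. EGFR (−0.91) passed with genes represented by the probe set of largest fold.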

Besides their growth stimulatory effects, *EGF*, *TGF *and *FGF *signaling also induces cell differentiation in mammary epithelial cells and a down regulation of these pathways and associated proteins has been described before [24,33-37].

**Table 5:** Up- and down-regulated receptors genes

Up-regulated receptor genes	Down-regulated receptor genes
Receptors	
CD300LF, CRLF3, F2RL1, FKBP3, GOSR2, HYAL2, IL10RB, ITGA4, JMJD6, KIF15, LBR, MED30, PFDN6, RNF139, SIVA1, TFRC, TREM1, ZNHIT3	EPHB1, EPHB3, ERBB4, FGFR1, FKBP, GIT2, GPR116, IGF2R, MET, NISCH, NRP1, NPR2, NRXN1 NTRK2, PRKCZ, PTPN2, TGFBR3, THRB, TNFRSF1B, TNFRSF21, TNPO3
Transmembrane Receptors with Tyrosine Kinase Activity	

	EPHB1, EPHB3, ERBB4, FGFR1, IGF2R, MET, NRP1, NTRK2, TGFBR3,
G-Protein Coupled Receptors	

F2RL1, SLC26A6	GPR116, NPR2
Cell Differentiation Genes	

AATF, ASF1B, Bak1, BCLAF1, BID, BIRC3, BIRC5, BMP6, BNIP2, CASC5, CASP6, CDC2, CEP57, CHEK2, CKAP2, CLN5, CNP, CSE1L, DNAJA3, DNM1L, EIF2B2, ESPL1, FASTKD3, FBXO5, GADD45B, HRB, HSPD1, JMJD6, KATNA1, MRPL41, MYBL2, NME1, NPM1, OPA1, PDCD10, PEX13, PLDN, PRKAA1, PTPN11, RAD21, RB1CC1, RNF6, RNF7, SAP30BP, SFXN1, SIVA1, SKIL, SLTM, SON, STK3, STK4, STRBP, TGM2, WHSC1L1, YWHAG	ACTN1, AFF4, ALOX12, BCL6, CATSPER1, CSPG5, DBC1, EPHB3, ERBB4, FGFR1, FST, GATA3, MET, MYH11, NRP1, NRXN1, NTF3, NTRK2, PIK3R1, PPP2R1B, PRKCZ, SEMA6D, SMARCA1, SOX5, SOX6, TBX19, THRB, TNFRSF1B, TNFRSF21, TSG101, ZBTB16

In line with this changed receptor signaling in metastatic carcinomas is therefore the de-regulation of several genes associated with cell growth regulation and cell differentiation in the metastatic tumors (Table 5). 

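The differentiation genes of Table 5 include members of the cell cycle, of apoptosis and of muscle. MYH11, the smooth muscle myosin heavy chain, was lower in metastatic tumors by a log2 difference of −3.88 (standard error 0.76, adjusted p = 0.00176 from limma, 13 of 13 metastatic tumors), and CSPG5, a brain proteoglycan, by −2.95. TGM2, tissue transglutaminase, rose by 2.51 (standard error 0.66, adjusted p = 0.0112). Of 54 measured genes of the up-regulated column 44 rose (47 when adjusted over the list alone), and NSD3, SON (−0.54) and STRBP (−1.11) fell (4 when adjusted over the list alone), SON and STRBP being named after their values were seen. SLTM (−0.44, adjusted p = 0.0831), BCLAF1 (0.066, 0.658), RB1CC1 (0.10, 0.739), PEX13 (0.20, 0.274), CSE1L (0.44, 0.0878), FASTKD3 (0.56, 0.0578) and CHEK2 did not pass, and the probe set of largest fold of SLTM had 0.88. Of 30 genes of the down-regulated column 27 fell, PPP2R1B and TSG101 (0.80; named after its value was seen) rose and ACTN1 (0.091, adjusted p = 0.884) did not pass, with −1.34 for the probe set of largest fold of ACTN1. The count was the same when adjusted over the list alone, and the study chose both columns on these tumors, so they are not independent evidence. TSG101 had −1.22 in its probe set of largest fold, the opposite sign. BCLAF1 (1.97), CSE1L (1.68), FASTKD3 (1.03), PEX13 (0.80) and RB1CC1 (0.86) passed with genes represented by the probe set of largest fold.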

Interestingly, statistical analysis by DAVID gene ontology identified a significant enrichment of cell differentiation genes only in the list of down-regulated genes (Tables 4).

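GATA3, FOXA1 and some of the measured genes of contractile cells were lower in metastatic tumors. GATA3 and FOXA1, which maintain luminal identity, had log2 differences of −2.92 (standard error 0.83, adjusted p = 0.0172 from limma, 13 of 13 metastatic tumors) and −2.36 (adjusted p = 0.0296, 12 of 13), while the prolactin receptor gene PRLR had −1.95 (0.0539) and EPCAM 0.46 (0.205). Of 21 luminal genes these 2 fell and 0 rose (the same when adjusted over the list alone). The median was −0.19 (camera, adjusted p = 0.112, and adjusted p = 0.575 with an estimated correlation). The list passed without dog 20 (median −0.39) or dog 22 (median −0.46), and had −0.022 without dog 4. Luminal genes also passed as lower with array weights (−0.72), with values quantile-normalized again (−0.29), with arrays centred on their median (−0.14), with probe sets above the median brightness (−0.11), with dog 22 counted as metastatic (−0.75), without dogs 14 and 22 (−0.51), with grade as a block (−0.47), in grade II tumors (−0.93) or with age and size as covariates (−0.73), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (−1.08), with size as a covariate (−0.66), without the 6 arrays of lowest upper quartile (−0.93) or in tumors of 2 to 5 cm (−0.67). With the mitosis score as a covariate the median of the luminal list changed sign. GATA3 had −0.37 and FOXA1 −0.18 with that covariate, and neither passed. Genes of smooth muscle and myoepithelium, which contract around the acini, fell in 7 of 15 cases (10 when adjusted over the list alone) and rose in 0, with a median of −0.66 (camera, adjusted p = 7.51e-06, and adjusted p = 0.148 with an estimated correlation). Besides MYH11, the actin gene ACTG2 (−2.14), calponin, CNN1 (−2.64), and myosin light chain kinase, MYLK (−2.47), were lower in 13 of 13 metastatic tumors, while the abundant contractile genes ACTA2 (−0.37, adjusted p = 0.438) and TAGLN (−0.68, 0.151) did not pass. The call of the smooth muscle list was lost with the ending of the sample name as a block (−0.29). The list passed with a smaller median with the mitosis score as a covariate (−0.41). The same held, as alternatives chosen after seeing the data, with size as a covariate (−0.43) or in tumors of 2 to 5 cm (−0.44). The mean score of the smooth muscle list was −0.59 ± 0.68 (SD, n = 13) in metastatic and 0.55 ± 0.63 (SD, n = 14) in non-metastatic tumors (permutation test, p = 0.000170), and the upper quartile of the arrays differed between the same groups. Of 14 genes of basal epithelium only the keratin gene KRT17 fell (−2.88, adjusted p = 0.0398; 0 when adjusted over the list alone), a call lost without any 1 tumor other than those of dogs 1, 4, 5, 10, 11, 13, 14, 18, 20, 21, 22 and 24, with an adjusted p of up to 0.0672. The basal list had a median of −0.41 (camera, adjusted p = 0.0616) and passed without dogs 2 (−0.47), 4 (−0.41), 5 (−0.50), 9 (−0.36), 13 (−0.47) or 22 (−0.54), and as lower with values quantile-normalized again (−0.48), with arrays centred on their median (−0.36), with probe sets above the median brightness (−0.81), with dog 22 counted as metastatic (−0.58), without dogs 14 and 22 (−0.48), in grade II tumors (−0.32) or with only metastatic names ending in T (−0.41), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (−0.58). Fisher's exact test found 0 of 66 combinations of list and direction enriched among genes past the study's thresholds in limma (smallest adjusted p = 0.286), 2 of them at an unadjusted p under 0.05, and 2 lists were enriched when the genes were chosen by ANOVA with Storey q values. Represented by 1 probe set each, only 76 higher and 46 lower genes entered the limma test. Odds ratios of 15.6 for the proteasome and 16.3 for receptor tyrosine kinases did not pass, so it cannot exclude enrichment. Without 1 tumor the number enriched was 2 (dog 5), 3 (dogs 8, 12 and 14), 1 (dog 18) or 5 (dog 22). The basal list had 0.18 with the smooth muscle score as a covariate, the opposite sign, and did not pass. In the main comparison its adjusted p from camera was 0.477 with an estimated correlation. The settings in which the luminal and basal lists passed used the preset correlation. PRLR (−1.95) and TAGLN passed with genes represented by the probe set of largest fold, PRLR with the difference it had in the main comparison.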

### Cell-cell adhesion and matrix modulation genes are differentially expressed in metastatic tumors

It is commonly accepted that metastasis requires loss of cell-cell adhesion and expression of extracellular matrix modulators by the tumor cells. We, therefore, specifically screened the gene list for modulators of the extracellular matrix, cell adhesion and angiogenesis genes. 

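PLAU and PLAT, proteases that activate plasminogen, were higher in metastatic tumors. PLAU, urokinase, rose by 1.81 on the log2 scale (standard error 0.57, adjusted p = 0.0302 from limma, 12 of 13 metastatic tumors) and PLAT, the tissue activator, by 1.87 (adjusted p = 0.0294), the latter no longer passing without the tumor of dog 9, with an adjusted p of up to 0.0527. The inhibitor gene TIMP2 rose by 0.91 (adjusted p = 0.0414), a call lost without any 1 tumor other than those of dogs 2, 3, 5, 7, 11, 13, 14, 15, 16, 22, 23 and 27, with an adjusted p of up to 0.0725. TIMP3 (−0.92, adjusted p = 0.106) and MMP16 (−0.95, 0.218) did not pass. Together with MMP11 these made 4 of 30 measured proteases and inhibitors that rose, against 0 that fell (the same when adjusted over the list alone). The list had a median of 0.35 and did not move apart from other genes (camera, adjusted p = 0.116), although it passed as higher without dogs 14 and 22 (0.47) or with the ending of the sample name as a block (0.52), and, as alternatives chosen after seeing the data, with size as a covariate (0.56) or in tumors of 2 to 5 cm (0.62). The median of the proteases and inhibitors was 0.20 without dog 18.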

Statistical analysis found no significant enrichment of matrix modulator genes in the gene list (Table 4). However, three matrix modulator genes: matrix-metalloproteinase 11, cathepsin L2 and the pro-cancerogenic serin peptidase inhibitor E1, were up-regulated in metastatic tumors (Table 6) and this is in agreement with earlier observations in human breast cancer [38-40]. Similarly, cell adhesion genes were also not significantly enriched in the gene list. However, the 20 adhesion and focal adhesion complex genes present in the differential gene list were predominantly down-regulated, like *HEPACAM2, EMILIN1, PCDHGC3 *and *ASAM *but some adhesion genes were also up-regulated, like *ICAM2 *and the *ITGA4 *(Table 6). 

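MMP11, stromelysin 3, rose by 3.69 on the log2 scale (standard error 0.88, adjusted p = 0.00586 from limma) and the cathepsin gene CTSL2 by 1.17 (standard error 0.28, adjusted p = 0.00547). MMP11 lay above the non-metastatic median in 12 of 13 metastatic tumors and CTSL2 in 13. The probe set of CTSL2 carries that symbol in Additional file 2 and not on the platform, and MMP11 was counted by symbol (1 of 1 when adjusted over the list alone). The study chose them on these tumors, which makes their direction no independent evidence.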

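ICAM2 and ITGA4 were the adhesion genes of the fixed list that rose in metastatic tumors. Of 51 measured adhesion genes, covering cadherins, claudins, desmosomal proteins and integrins, 2 rose and 0 fell (the same when adjusted over the list alone). CDH2, N-cadherin, had a log2 difference of −1.72 (standard error 0.65, adjusted p = 0.0648 from limma), the integrin gene ITGA7 −0.89 (adjusted p = 0.0576), the endothelial claudin gene CLDN5 1.41 (0.0510) and VE-cadherin, CDH5, 0.74 (0.0616). The list had a median of 0.12 (camera, adjusted p = 0.287) and passed as higher with the ending of the sample name as a block (0.15), with the smooth muscle score as a covariate (0.59) or with the mitosis score as a covariate (0.43). With 1 tumor left out its median ranged from 0.033 without dog 5 to 0.24 without dog 6. ITGA4 had −0.19 with the ending of the sample name as a block, the opposite sign. CDH2 (−1.72), CDH5 (0.74), CLDN5 (1.41) and ITGA7 (−0.89) passed with genes represented by the probe set of largest fold. These differences equal those of the main comparison, so the change lies in the adjustment over genes and not in another probe set.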

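EMILIN1 and PCDHGC3 were among the adhesion genes that fell, and ICAM2 and ITGA4 rose. EMILIN1, a glycoprotein of elastic fibers, had a log2 difference of −1.28 (standard error 0.28, adjusted p = 0.00341 from limma, lower in 13 of 13 metastatic tumors), the protocadherin gene PCDHGC3, whose probe set carries that symbol in Additional file 2 and not on the platform, of −1.31 (adjusted p = 0.000130), CLMP, the current symbol of ASAM, of −1.44 and the collagen gene COL16A1 of −1.69. The other probe sets of EMILIN1, of lower mean level, had 0.69, 0.25, 0.21 and −0.063 and did not pass (adjusted p = 0.222, 0.533, 0.542 and 0.0972 from limma). ICAM2, a ligand of leukocyte integrins, rose by 1.58 (standard error 0.39, adjusted p = 0.00702), the integrin gene ITGA4 by 1.32, and ITGB1BP1, which regulates integrins, by 0.91. Of 13 measured genes listed as down-regulated in Table 6, 7 fell and 0 rose (8 and 0 when adjusted over the list alone), and MIA3 (−0.18, adjusted p = 0.552), CHAD (0.079, 0.680), CCN1, DST, NEDD9 and ACTN1 did not pass. Of 5 listed as up-regulated, 4 rose (LBR, named after its value was seen, by 0.73) and DST, which stands in both columns, did not pass (4 rose and 1 fell when adjusted over the list alone). Of 7 focal adhesion genes listed as down-regulated, COL2A1 (−3.93), MYLK, MET and the kinase subunit gene PIK3R1 (−1.52) fell and the inhibitor of apoptosis BIRC3 (1.63) rose, with the same counts when adjusted over the list alone. The focal adhesion kinase gene PTK2 had 0.85 (adjusted p = 0.0516, and 1 of 1 when adjusted over the list alone). These columns were chosen by the study on the same tumors and are not independent evidence of direction. CLMP had 0.21 with the ending of the sample name as a block, the opposite sign. ACTN1 had −1.34 in its probe set of largest fold, the opposite sign. MIA3 (−0.98) and PTK2 (1.13) passed with genes represented by the probe set of largest fold.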

A similar expression pattern for several of these genes has been described for human breast cancer and other cancer types before (Table 6) [23,41-44].

**Table 6:** Up- and down-regulated matrix modulator, cell adhesion and focal adhesion complex genes

Up-regulated genes	Down-regulated genes
Matrix Modulators	

MMP11, SERPINE1, CTSL2	
Cell adhesion	

DST, ICAM2, ITGA4, ITGB1BP1, LBR	ACTN1, ALOX12, ASAM, BCL6, CHAD, COL16A1, CYR61, DST, EMILIN1, HEPACAM2, MIA3, NEDD9, NRP1, NRXN1, PCDHGC3
Focal Adhesion	

PTK2	ACTN1, BIRC3, CHAD, COL2A1, MET, MYLK, PIK3R1

Finally, analysis of the gene list disclosed no significant enrichment of angiogenesis genes. 

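Angiogenesis genes changed in both directions. THBS2, a thrombospondin that restrains vessel growth, and ESM1, a product of activated endothelium, rose by 2.96 (adjusted p = 0.0166 from limma) and 2.71 (adjusted p = 0.00995) on the log2 scale, each in 13 of 13 metastatic tumors. Of 36 measured angiogenesis genes 5 rose, FLT1, EPHB4 and JMJD6 being the others, and 5 fell, namely FGFR1, NRP1, TEK, FLT4 and the growth factor gene FGF2, named after its value was seen, with −1.70. The call of FGF2 (adjusted p = 0.0468) was lost without any 1 tumor other than those of dogs 2, 5, 10, 11, 12, 13, 14, 18 and 22, with an adjusted p of up to 0.0780. Adjusted over the list alone 5 rose and 6 fell, and the list did not move (median −0.12, mean 0.018, camera, adjusted p = 0.619), the median ranging from −0.22 without dog 8 to −0.061 without dog 12.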

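JMJD6, a hydroxylase that modifies splicing factors of a VEGF receptor transcript, rose in metastatic tumors by 0.81 on the log2 scale (standard error 0.19, adjusted p = 0.00509 from limma) in 13 of 13 tumors, and its other probe set, the one in Additional file 2, had 1.33 (standard error 0.26, adjusted p = 0.00125). CCN1, the current symbol of CYR61, a matricellular protein, had a difference of −0.35 (standard error 0.35, adjusted p = 0.488). The other probe set of CCN1, the one in Additional file 2, had −1.10 (standard error 0.19, adjusted p = 0.000453) and passed.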

The 7 angiogenesis genes present in the list were also predominantly down-regulated (e.g. *NRP1, JMJD6, CYR61, FGFR1*) and again the impact of these genes on the carcinogenesis of breast cancer cells has been described[36,45,46].

### Comparison with human breast cancer expression profiles

The identified metastasis-associated expression profile of canine mammary tumors has several significant overlaps with expression profiles of metastatic human breast cancer. Literature mining by Medgene disclosed that 25% of the canine gene list has been cited in association with human breast cancer before. However, the mining approach by Medgene is based on information presented in the abstract of the articles and not complete gene expression profiles [31]. It is therefore likely that a comparative meta-analysis of gene expression profiles will identify additional overlapping gene expression patterns. The overlapping genes are mostly associated with cell division, cell growth, kinase activity, translation, DNA integrity checkpoint and transcription regulation.

GenMapp pathway analysis identified a marked overlap of deregulated pathways in the canine metastatic profile and a recent meta-analysis on metastasis-associated gene expression profiles (Table 7) [10]. All 5 significantly up-regulated pathways were Identical to human breast cancer the cell cycle, G1 to S control reactome and DNA replication reactome pathways were up-regulated, whereas striated muscle contraction and IL-6 pathways were significantly down-regulated. 

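Few genes of striated muscle reached the threshold, and the largest difference was in a troponin of fast muscle. TNNI2 had a log2 difference of −3.73 (standard error 1.00, adjusted p = 0.0123 from limma, lower in 13 of 13 metastatic tumors) and the tropomyosin gene TPM2, which smooth muscle expresses too, of −1.56 (adjusted p = 0.0234). NEB, nebulin, had −0.15 (adjusted p = 0.0380), a call lost without the tumor of any of dogs 2, 4, 8, 9, 10, 11, 23, 25 or 26, with an adjusted p of up to 0.0625, and TTN, titin, −0.33 (0.0517). TNNT1 (0.90, adjusted p = 0.210) and MYBPC2 (0.77, 0.142) did not pass either. Of 23 measured genes 3 fell and 0 rose (8 and 0 when adjusted over the list alone), with a median of −0.096 (camera, adjusted p = 0.00240, and adjusted p = 0.295 with an estimated correlation). The call of the list was lost with values quantile-normalized again (−0.032) or in grade II tumors (−0.050), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (0.0097) or without the 6 arrays of lowest upper quartile (−0.034). Of 28 genes of IL-6 and JAK-STAT signalling, PIK3R1, the coactivator gene NCOA1 (−0.75), the transcription factor gene FOXO1 (−0.70, adjusted p = 0.0394) and CRP (−0.071) fell, and PTPN11 and IL6ST (0.97), the signal-transducing receptor of IL-6, rose. The call of FOXO1 was lost without the tumor of any of dogs 3, 4, 7, 9, 10, 11, 12, 15, 17, 19, 21, 25 or 27, with an adjusted p of up to 0.0641. Adjusted over the list alone 4 fell and 3 rose, and the list did not move (median −0.013, mean 0.017, camera, adjusted p = 0.765), the median ranging from −0.041 without dog 12 to 0.0060 without dog 6. IL6ST had −0.40 with the ending of the sample name as a block, the opposite sign. TTN (−0.56) passed with genes represented by the probe set of largest fold. NEB (−0.18) did not pass with genes represented by the probe set of largest fold.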

(Table 7).

**Table 7:** Up- and downregulated pathways in metastatic carcinomas when and (GenMAPP analysis)

Dysregulated pathways in metastatic canine mammary tumors	Gene number	Dysregulated pathways in metastatic human breast cancer
**up-regulated pathways**		Ranking in a meta-analysis[1]
Cell_cycle	33	1
Cell_cycle_G1_to_S_control_reactome	22	2
DNA_replication_reactome	25	3
Tissue_embryonic_stem_cell	11	6
Proteasome degradation	7	7

**down-regulated pathways**		
Striated_muscle_contraction	8	4
Focal_adhesion	11	/
IL-6_NetPath_18	5	6

/not present in the metastatic pathways analysis of human breast cancer

Furthermore, comparison with the van't Veer 70 gene prognostic signature which reliably identifies human breast cancers with metastatic potential also found a significant overlap [13]. However, only 34 of the 70 genes are present on the canine gene array but 23 (68%) of these genes were included in the metastatic gene expression profile of CMT indicating that comparable prognostic gene expression patterns may exist in canine mammary tumors (Table 8).

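PRC1, the VEGF receptor gene FLT1 and several genes of replication and division of the signature rose in metastatic tumors. ORC6 of the origin recognition complex rose by 2.86 on the log2 scale (standard error 0.54, adjusted p = 0.00122 from limma), CENPA, the centromeric histone, by 2.58, DCK, deoxycytidine kinase, by 2.43, ECT2, which acts in cytokinesis, by 2.40, and the kinase gene MELK by 2.08. DIAPH3 rose by 1.75, CCNE2 by 1.55, NDC80 of the kinetochore by 1.54, LPCAT1 by 1.42, MCM6 of the replicative helicase by 1.10, RFC4 by 1.00 and GMPS by 0.76, and ESM1 also rose. ALDH4A1 (0.68, adjusted p = 0.0482) and UCHL5 (0.41, 0.0381) passed, but the first call was lost without any 1 tumor other than those of dogs 1, 2, 4, 8, 22, 24, 26 and 27, with an adjusted p of up to 0.0767, and the second without the tumor of any of dogs 1, 4, 7, 9, 12, 17, 19, 20, 21, 25 or 26, with an adjusted p of up to 0.0617. TGFB3 alone fell. Of the 35 genes measured 17 rose, 1 fell and 17 did not pass (17 and 2 when adjusted over the list alone), with a median of 0.46 (camera, adjusted p = 0.000240, and adjusted p = 0.171 with an estimated correlation). Those that did not pass include STK32B (−0.81, adjusted p = 0.0685), EXT1 (−0.29, 0.181), AP2B1 (0.29, 0.174), ECI2 (0.34, 0.232), MS4A7 (0.63, 0.224) and RAB6B (−0.058, 0.142). The rest lay between −0.62 for IGFBP5 and 0.46 for PLAAT1, namely SCUBE2 (−0.45), COL4A2 (−0.37), MMP9 (−0.24), EGLN1 (−0.12), CDC42BPA (−0.029), FGF18 (0.062), OXCT1 (0.066), GNAZ (0.35) and SLC2A3 (0.37). In metastatic tumors RAB6B, CDC42BPA and FGF18 had mean log2 levels of 2.25, 2.71 and 2.35, below the median of all values, 3.66. At such low signal their small differences do not show unchanged expression. The signature was chosen in human tumors, and 0 of its genes passed the study's thresholds in limma by the probe set of highest mean, against 3 by that of largest fold and 5 without dogs 14 and 22. The call of the list was lost with the mitosis score as a covariate (0.15). ALDH4A1 had −0.20 with the ending of the sample name as a block, the opposite sign. AP2B1 (1.82) and EXT1 (−0.46) passed with genes represented by the probe set of largest fold.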

**Table 8:** Identification of canine genes in the expression profile of metastatic CMT homologous or similar to the 70-gene prognostic signature for human breast cancer

Human genes of the 70 prognostic gene profile (van't Veer et al.)	Homologous genes expressed in metastatic canine tumors	Gene family members expressed in canine tumors
Homologous genes present on canine gene array		
AP2B1	AP2B1	-
CCNE2	-	CCNE1
CDC42BPA	-	-
CENPA	CENPA	-
COL4A2		COL2, 16
DCK	DCK	-
DIAPH3	DIAPH3	-
ECT2	ECT2	-
EGLN1	-	-
ESM1	ESM1	-
EXT1	-	-
FGF18	-	-
FLT1	-	-
GMPS	-	GMPS
GNAZ	-	-
HRASLS	-	-
IGFBP5	-	-
LPCAT1	LPCAT1	-
MCM6	MCM6	-
MELK	MELK	-
MMP9	-	MMP11
MS4A7	-	-
NDC80	NDC80	-
ORC6L	ORC6L	-
OXCT	-	-
PECI	-	-
PRC1	PRC1	
RAB6B	-	RAB10, 7L1, EPK
RFC4	-	RFC2, 3
SCUBE2	-	-
SLC2A3	-	-
STK32	-	STK3, 4, 11
TGFB3	-	-
UCHL5	-	UCHL3
ALDH4	-	ALDH16
FAM2A	-	FAM13B
NMU	-	NMB

## Discussion

In the present study we identified a gene expression profile in CMT that is associated with early metastatic spread to the lymph nodes and is able to discriminate carcinomas with similar histological features but divergent metastatic potential. The differential expression profile contains several enriched functional gene classes and has significant overlaps with expression profiles of metastatic human breast cancer.

The similarities found between canine and human mammary tumors in terms of increased proliferation, altered cell differentiation status and decreased cell adhesion were also confirmed by Medgene literature mining. Approximately 25% of the deregulated genes in metastatic canine carcinomas have been cited in association with human breast cancer. In this subset of cited genes, a significant enrichment of genes associated with cell cycle regulation, protein kinases, DNA integrity checkpoint and protein metabolism was observed. In addition, more than 60 percent of the van't Veer 70-gene prognostic signature was identified in our differential gene list. It is therefore likely that gene expression profiles may also predict metastasis in CMT. For instance, one of the dogs without lymph node metastases at the time of investigation developed later distant metastases. Strikingly, this case clustered within the group of metastatic tumors indicating that metastatic potential can be identified in CMT before clinically and morphologically overt metastases. It will be therefore of interest to compare the gene expression profiles of lymph node negative CMT with a comprehensive clinical follow-up to identify potential predictive patterns similar to human breast cancer.

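Division genes were high in the tumor of dog 22 and contractile genes low. Its mean score over the mitosis list was 0.65, against −0.94 ± 1.08 (SD, n = 14) in the non-metastatic and 1.01 ± 1.12 (SD, n = 13) in the metastatic tumors, and its smooth muscle score of −1.23 was the lowest of the 14 non-metastatic tumors. The tumor of dog 14, which did not metastasize during follow-up, had scores of 0.92 and 0.31. The array of dog 22 had the largest GAPDH 3′ to 5′ difference of all 27 (2.29) and an upper quartile of 7.57, within the range of 7.53 to 7.93 of the non-metastatic group. Without dog 22, 758 probe sets passed the study's thresholds, and 657 with it counted as metastatic.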

Generally, metastatic CMT were characterized by increased expression of cell division genes. These findings are identical to a recent meta-analysis on expression profiles of metastasizing human breast cancer which found cell cycle and DNA replication pathways most significantly up-regulated [10,13,47]. 

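The mean score of the mitosis list differed between the groups (permutation test, p = 0.000200) but overlapped. Among metastatic tumors the score was highest in dog 6 (2.54) and lowest in dog 5 (−1.13), and the tumors of dogs 5 and 12 (−0.67) lay below 0. Among non-metastatic tumors the lowest was dog 17 (−2.76), and those of dogs 14, 22 and 26 (0.37) lay above 0. In 13 metastatic tumors the score and log2 size gave Pearson's r = −0.642 (permutation p = 0.0181, adjusted p = 0.0903) and Spearman's rho = −0.649 (p = 0.0184, adjusted p = 0.0921), a relation that failed the adjustment over 5 relations tested. It was −0.494 without the 2 tumors farthest in size, and passed the adjustment without dogs 2 (r = −0.710), 10 (r = −0.735) or 26, the last through the other relations of the family. In 14 non-metastatic tumors r was 0.342 (p = 0.229, adjusted p = 0.382) and rho 0.456 (p = 0.103, adjusted p = 0.171), with r = 0.373 without the 2 farthest. Age gave r = −0.0606 (p = 0.842, adjusted p = 0.842) and rho = −0.00278 (p = 0.996, adjusted p = 0.996) in metastatic and r = 0.405 (p = 0.150, adjusted p = 0.376) and rho = 0.502 (p = 0.0693, adjusted p = 0.171) in non-metastatic tumors. Without the 2 farthest in age r was −0.177 and 0.0919, and without 1 tumor it ranged from −0.216 without dog 9 to 0.00373 without dog 6 among the former and from 0.193 without dog 22 to 0.643 without dog 26, the last value passing, among the latter. Survival in the 11 metastatic dogs with a stated time gave r = −0.0857 (p = 0.800, adjusted p = 0.842) and rho = −0.124 (p = 0.718, adjusted p = 0.897), with r = −0.399 without the 2 farthest and a range of −0.416 without dog 12 to 0.221 without dog 5. Relations within name endings were chosen after seeing the data. In the 11 metastatic tumors whose sample names end in T, r for size was −0.671 (permutation p = 0.0254, adjusted p = 0.127), −0.489 without the 2 farthest, and rho −0.705 (p = 0.0192, adjusted p = 0.0484), the adjustment being over 5 relations within name endings. For age they were 0.0453 (p = 0.892, adjusted p = 0.892) and 0.0734 (p = 0.832, adjusted p = 0.832), and for survival in 9 dogs −0.204 (exact permutation p = 0.591, adjusted p = 0.739) and −0.311 (exact p = 0.414, adjusted p = 0.517), with r = −0.161 and −0.716 without the 2 farthest. Within 10 non-metastatic tumors of one other ending, r for size was 0.401 (p = 0.247, adjusted p = 0.412) and rho 0.564 (p = 0.0928, adjusted p = 0.155), and for age they were 0.541 (p = 0.105, adjusted p = 0.263) and 0.729 (p = 0.0194, adjusted p = 0.0484), with r = 0.419 and 0.678 without the 2 farthest. The remaining endings held too few tumors of a group for a relation.

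**Figure D3:**
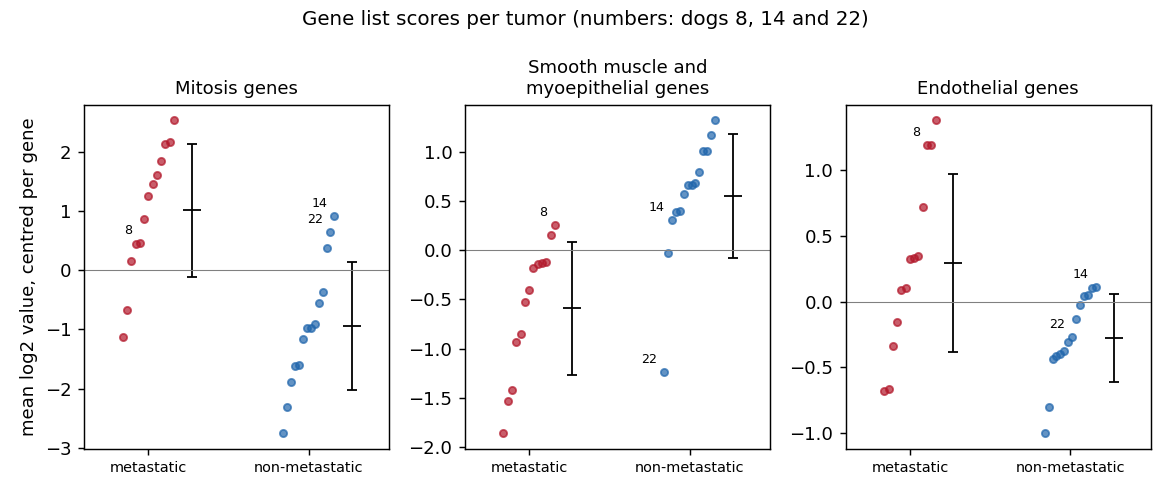
Mean scores of gene lists in each of 13 metastatic and 14 non-metastatic tumors (log2, centred per gene), with bars for mean ± SD and dogs 8, 14 and 22 marked. The mitosis score of dog 14 is 0.92 and that of dog 8 is 0.46.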

Unexpectedly, this expression profile of increased proliferation was accompanied by significantly decreased growth factor receptor expression. 

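With the mitosis score as a covariate, ERBB4 alone of 8 receptors examined passed the test, although all 8 had a negative difference. ERBB4 had a log2 difference of −1.54, and those of NTRK2 (−2.35), FGFR1 (−1.45), TGFBR3 (−1.62), MET (−1.05), EPHB1 (−1.39), NRP1 (−0.98) and IGF2R (−0.81) did not pass. Of the mitosis genes, AURKA had 0.12, and the list a median of 0.063. Growth factor ligands and TGF-beta receptors had a median of 0.062 in this fit. The score is made of genes that differ between the groups, so the covariate takes up part of the group difference itself. The paper states that growth factor signaling is also a differentiation impulse, and proposes its decrease as a possible cause of the altered expression of differentiation and growth regulation genes.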

Increased proliferation and malignant transformation of most cancer types is at least in part commonly attributed to aberrant growth factor signaling. In addition, growth factor signaling is also a major differentiation impulse. The decreased growth factor pathway expression in metastatic carcinomas hence may be a possible cause for the altered expression of cell differentiation and unlocked cell growth regulation genes in these CMT. The dysregulation of cell cycle control is therefore a dominant, cross species feature metastatic mammary tumors. Common "driver" mutations of this cell proliferation in the tumor genome of both species are unknown at the moment. The partly overlapping transcriptome of metastatic canine and human carcinomas, however, indicate similar mechanisms of mammary carcinogenesis and a suitable molecular model character of canine mammary tumors.

Genes associated with focal adhesion and regulation of actin cytoskeleton organization were significantly down-regulated in metastasizing CMT. This is in agreement with the observation that loss of cell to cell contact is a major step in the metastatic process and has been observed in canine mammary tumors before [48,49]. 

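Of the focal adhesion and actin genes that fell, MYLK and MYL9 belong to the contractile apparatus. MYLK and MYL9, the myosin regulatory light chain (−1.27 on the log2 scale, adjusted p = 0.0308 from limma), fell in 13 of 13 metastatic tumors, and WASL, which drives actin nucleation, had −0.58 (adjusted p = 0.0495). RAC1, a GTPase of cell protrusion, rose by 0.24 (adjusted p = 0.0458). FLNA, filamin A, had −0.71 (adjusted p = 0.114). The call of MYL9 was lost without the tumor of any of dogs 3 or 7, with an adjusted p of up to 0.0524, that of RAC1 without any 1 tumor other than those of dogs 7, 8, 12, 22 and 27, with an adjusted p of up to 0.0777, and that of WASL without any 1 tumor other than those of dogs 11, 12, 14 and 22, with an adjusted p of up to 0.0765. Of 35 measured genes of focal adhesion and actin regulation 3 fell and 1 rose (1 and 0 when adjusted over the list alone), with a median of −0.0068 (camera, adjusted p = 0.582). The list passed as higher with the ending of the sample name as a block (0.19) or with the smooth muscle score as a covariate (0.32), but as lower with the upper quartile of the array as a covariate (−0.062), chosen after seeing the data. Its median also turned positive with arrays centred on their median (0.040), with probe sets above the median brightness (0.043), without dogs 14 and 22 (0.0051), in grade II tumors (0.053), with age and size as covariates (0.0050) or with the mitosis score as a covariate (0.015), with alternatives chosen after seeing the data, namely with size as a covariate (0.0044) and in tumors of 2 to 5 cm (0.053), and without the tumor of any of dogs 1, 3, 5, 6, 7, 12, 13, 16, 20, 21 or 25 (0.0031 to 0.024). FLNA (−1.03) passed with genes represented by the probe set of largest fold.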

The effect of the down-regulated pathway of actin regulation is somewhat unclear, but disorganization of the actin cytoskeleton is a common feature of malignant breast cancer cells [50]. Of interest qPCR analyses confirmed the differences in mRNA expression levels in metastatic and non-metastatic carcinomas although the fold change in expression difference consistently lower in the qPCR assays when compared with microarray assays for all eight genes analyzed. 

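As a ratio of metastatic to non-metastatic tumors, the array values gave a fold of 4.29 for AURKA and 4.37 for BMP6, where the paper's qPCR folds are 2.5 and 2.4. The other probe set of AURKA, the one in Additional file 2, gave a fold of 5.85, where the paper's array fold is 5.9. For the genes that fell, the array folds were 0.465 for ALOX12, 0.406 for ERBB4, 0.0755 for HEPACAM2, 0.614 for IGF2R and 0.183 for TGFBR3, and the paper's qPCR folds are 0.6, 0.4, 0.2, 0.6 and 0.41. The qPCR fold lay closer to 1 than the array fold for 5 of the 7 genes with the probe set of highest mean, and for 6 with that of largest fold, by which IGF2R had 0.486. For ERBB4, and for IGF2R with the probe set of highest mean, the array and qPCR folds differ by less than the rounding of the latter. Of the 3 reference genes of the qPCR, the purine salvage gene HPRT1 rose by 0.77 on the arrays (adjusted p = 0.00542 from limma), the ribosomal gene RPL32 fell by 0.20 (adjusted p = 0.0207) and the ATP synthase gene ATP5F1B had −0.046 (adjusted p = 0.745). The other probe set of RPL32, the one in Additional file 2, had −1.75 (standard error 0.28, adjusted p = 0.000294) and passed the study's thresholds. RPL32 had 0.077 with the ending of the sample name as a block, the opposite sign.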

The eight genes, *AURKA, ALOX12, BMP6, ERBB4, HEPACAM2, IGFR2, RAD51, TGFBR3*, were selected due to their description in the literature on canine mammary tumors before[17,21-24,51]. Their gene expression has been described metastatic carcinomas, metastases, adenomas and normal mammary gland and these studies showed a similar tendency of changes in gene expression between benign and malignant canine mammary tissue types[17,21-24,51]. Of note, a comparison of the proteome of the same subset of tumours did not identify similar proteins[52].

## Conclusion

In conclusion, our findings show that metastatic spread of CMT to the lymph nodes is associated with a gene expression profile of increased cell cycle progression, altered cell differentiation and decreased growth factor signaling. Furthermore, several matrix modulators and cell adhesion genes have an altered expression in metastatic tumor cells while angiogenesis gene expression is not differentially regulated in metastatic and non-metastatic CMT. Several major aspects of metastasis-associated gene expression are therefore similar between human and canine mammary tumors. Furthermore, the differential expression profiles in metastatic and non-metastatic carcinomas allow a prediction of clinical behavior and offer several new hypotheses for molecular pathways and networks involved in the metastatic process of canine mammary tumors.

## List of abbreviations

ASAM: adipocyte-specific adhesion molecule; BLAST: basic local alignment search tool; CMT: canine mammary tumour; CYR61: cysteine-rich, angiogenic inducer 61; DAVID: database for annotation, visualization and integrated discovery; EGF: epidermal growth factor; EMILIN1: elastin microfibril interfacer 1; ER: estrogen receptor; ERBB2: epidermal growth factor receptor 2; FGF: fibroblast growth factor; FGFR1: fibroblast growth factor receptor 1; HEPACAM2: hepatocyte cellular adhesion molecule; ICAM2: intercellular adhesion molecule; IGF: insulin-like growth factor; ITGA4: integrin A4; JMJD6: jumonji domain containing 6; MET: hepatocyte growth factor; NRP1: neuropilin 1; PCDHGC3: protocadherin gamma subfamily C3; RIN: RNA integrity number; TBS: Tris-buffered saline; TGFB: tTransforming growth factor-beta; WHO: World Health Organization.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

All authors read and approved the manuscript. RK conducted the experimental work including microarray hybridization. RK and ADG designed the study, performed the histological analysis and the follow-up of the patients. DL, MH and RK accomplished the data analysis and prepared the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/618/prepub

## Supplementary Material

Additional file 1 Sequences of primers used for qPCR Click here for file

Additional file 2 excel data sheet, gene list of differentially expressed genes in metastatic CMT, selection criteria included fold-change >2 or <-2 and q < 0.001 Click here for file

# Supplementary material for: Metastatic canine mammary carcinomas can be identified by a gene expression profile that partly overlaps with human breast cancer profiles
**Source:** BMC Cancer. 2010 Nov 9;10:618. doi: 10.1186/1471-2407-10-618
**Supplement:** Additional file 1 — Sequences of primers used for qPCR

## Supplemenatl 1 - Sequences of primers used for qPCR

| Gene | Primer sequence (5` - 3`) | Amplicon size | Accession no. |
| --- | --- | --- | --- |
| ATP5B | fw-GCACGGAAAATACAGCGTTT rev-TTGCCACAGCTTCTTCAATG | 186 bp | NM_001686 |
| AURKA | fw-TTGTCCTGCCTCTAGGTCAC  rev-AAAATCTTCCAAAGCCCATT | 115 bp | XM_848304.1 |
| ALOX12 | fw-GCTGCACCCTGTCTTCAA  TGCTCACCACCTTATCGAAT | 117 bp | ENSCAFT00000025298 |
| BMP-6 | fw-TTTTCCTGGTGAATGTGGTT rev-ATCCGTCCTTTCTCTGTTCC | 104 bp | XM_535880.2 |
| ERBB-4 | fw-CCTTGTCACTGGTATTCATGG  rev-GAAGTCGGTCATGTTTGGAG | 138 bp | XM_545629.3 |
| HEPACAM2 | fw-GCTCCAGTGACCAAAGAAGA  rev-CTCGAAGTCCATAAGGTCCA | 118 bp | ENSCAFT00000003183) |
| HPRT | fw-TGCTCGAGATGTGATGAAGG rev-TCCCCTGTTGACTGGTCATT | 191 bp | NM_000194 |
| IGFR2 | fw-ATTACAGGCACCAGGATGAA  rev-CTCGTAGCTCTTCCCATTGA | 122 bp | ENSCAFT00000001105 |
| RAD51 | fw- GGAGAAGGAAAGGCCATGTA rev- GGGTCTGGTGGTCTGTGTT | 148 bp | NM_001003043 |
| RP32 | fw- ATGCCCAACATTGGTTATGG rev-CTCTTTCCACGATGGCTTTG | 180 bp | XM_540107 |
| TGFBR-3 | fw-AGTGGTCAAAAATCTCATCCT rev-TCCAAAGCCAATACTGTTAG | 117 bp | XM_547284 |

How the deposited data were processed for this re-analysis (not part of the article)

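RNA from 27 canine simple mammary carcinomas, 13 with and 14 without lymph node metastases, was hybridized by the authors to Affymetrix Canine Genome 2.0 arrays, 1 array per tumor. The authors processed the arrays with the gcRMA workflow of Partek Genomic Suite, with RMA background correction, quantile normalization and median polish, and the deposited values are log2 signals, which were neither centred nor normalized again for the main comparison. Each array was matched to a dog of Table 1 by breed, age, tumor size and lymph node, and grade, size, age and survival were taken from Table 1 where the sample labels differed. Of 43035 probe sets, 175 controls were left out, and 29254 of the 42860 tested carry the symbol of 1 gene, 439 of several and 13167 of none. Metastatic and non-metastatic tumors were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes) and Benjamini-Hochberg adjustment. The thresholds of the study, an adjusted p of 0.001 and a fold of 1.7, were applied to probe sets, and an adjusted p of 0.05 to 15115 genes, each represented by its probe set of highest mean. Gene lists were written before the data were examined and cover mitosis, DNA replication, DNA repair, protein folding, the proteasome, cytosolic and mitochondrial ribosomes, oxidative phosphorylation, glycolysis and hypoxia, cholesterol synthesis, receptor tyrosine kinases, growth factor ligands and TGF-beta receptors, luminal differentiation, smooth muscle and myoepithelium, basal epithelium, striated muscle, fibroblasts and matrix, endothelium, adipocytes, T and NK cells, B and plasma cells, macrophages and neutrophils, the interferon response, matrix proteases, cell adhesion, focal adhesion and actin, angiogenesis, apoptosis, RAS and MAPK signalling, methyltransferases, RNA processing, IL-6 signalling, housekeeping genes and the signature of Table 8. The lists were tested with camera at a preset correlation of 0.01 and, as an alternative, an estimated one, and their members were also adjusted over the list alone. Genes of Tables 3, 5 and 6 were counted as lists of the study and not tested as sets. Enrichment of the lists fixed beforehand, the signature apart, among genes past the study's thresholds was tested with Fisher's exact test, two-sided, over 66 combinations of list and direction. Tumors were clustered by Pearson correlation and complete linkage, and placed by the correlation of each left-out tumor with the group means of the others. Relations of the mean mitosis score to size, age and survival were tested with 100000 permutations, or with every order of the values below 10 tumors. The genes named are those the paper names in its text or Tables 2 and 8, the 10 of largest fold in each direction past the study's thresholds, per fixed list up to 4 of smallest adjusted p in the direction of more members and up to 2 in the other, and per list of the study up to 4 of largest fold and those not passing. Values in Additional file 2 and in the paper's tables had been seen when this rule was written. Alternatives covered the test, array weights, scaling, dim probe sets, the probe set per gene, single tumors, grade, age, size, the ending of the sample name, cell composition, the mitosis score, the correlation between genes and the fold threshold, and 100 splits of the tumors into groups of the same sizes were compared with the real one. On simulated data of the same design 64 of 100 genes changed by 1 and 89 of 100 changed by 2 on the log2 scale were recovered, with 3 false calls, and a list raised by 1 was called with a median of 0.97. The simulation does not settle which correlation between genes camera should use. The list calls depend on it, since 0 lists passed with an estimated one. The copy of Additional file 2 holds 1 probe set fewer than the paper counts, so its use was limited. It was compared probe set by probe set, used for clustering and used to name some probe sets without a single symbol on the platform. The largest gap between its log2 folds and those computed here was 4.20e-06. The immunohistochemistry and the qPCR measurements were not analysed here, nor were transcription factors as a list. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.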

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

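The tests below were chosen only after the result was seen, with the following exceptions. These are the test of the other probe sets of a gene, camera with an estimated correlation and the leaving out of single tumors. The comparisons with cell scores or the mitosis score as covariates, or with the name ending as a block, are exceptions too.

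161 of the probe sets past the study's thresholds carry no symbol of a single gene on the platform, although Additional file 2 names genes for some of them, such as PCDHGC3, 33 of the higher (12.9%) and 128 of the lower (50.6%), against 31.7% of all probe sets tested. Where a gene with a lower probe set had others (108 genes), the others had a median log2 difference of −0.13 against −1.31, or 10.1%, and for higher ones (151 genes) 0.63 against 1.16, or 54.3%. With the upper quartile of the array as a covariate the lower probe sets had −1.40 against −1.46, or 95.5%, which argues against array brightness as the whole source of the difference, although their count dropped from 253 to 45. A signal of the single probe set and not of the gene may thus contribute, although the others moved in the same direction for 78 of the 108 genes (143 of 151 for the higher ones), and the test does not reach the 128 without a gene.

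Mitosis genes were higher in metastatic tumors, which were smaller on average, had a higher upper quartile of the array and carried a name ending in T in 11 of 13 cases. Among tumors of 2 to 5 cm (9 and 9, mean size 3.11 cm in both groups) the median log2 difference of the list was 1.97, 89.3% of that over all tumors, with 5 of 35 members passing among fewer tumors (camera, adjusted p = 1.05e-14), and with the upper quartile as a covariate it was 2.76 (125%), with 29 passing. Over all tumors the list did not pass with an estimated correlation (camera, adjusted p = 0.181). Exchanged within the ending of the name, the metastatic tumors of dogs 1 and 8, the only ones whose names do not end in T, scored 1.70 above the non-metastatic tumors (exact two-sided permutation test, p = 0.0364, the smallest possible being 0.0182), but this rests on dog 1, since the score of dog 8 (0.46) lay below that of dog 22 (0.65), whose name has the same ending, a requirement on each tumor set only after that p was seen. These values argue against size and array brightness as the whole source, while handling behind the name and lymph node status, which the design names, cannot be told apart with 2 such tumors.

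Smooth muscle genes were lower in metastatic tumors. The fibroblast list had a median log2 difference of 0.51 without passing (0.14 without dog 18; score, permutation test, p = 0.185) and the endothelium list of 0.55 (0.25 and not passing with the upper quartile as a covariate), while with fibroblast and macrophage scores as covariates the smooth muscle list had −0.68 and passed, which argues against less stroma and fewer vessels as the whole source. In the main comparison neither the smooth muscle list nor the endothelium list passed with an estimated correlation (camera, adjusted p = 0.148 and 0.500). The basal epithelium list had 62.1% of the median of the smooth muscle list, with 0 genes in common, so fewer myoepithelial cells may contribute, as a hypothesis found and tested on the same data, although the methods excluded complex carcinomas so that mesenchymal and epithelial shares would not differ, and macrodissected the simple ones to sections made up mostly of carcinoma cells. Of the most abundant contractile genes, ACTA2 had log2 levels of 13.30 ± 0.81 and 13.68 ± 0.94 (SD, n = 13 and 14; adjusted p = 0.438) and TAGLN 12.75 ± 1.04 and 13.43 ± 0.69 (adjusted p = 0.151). With size as a covariate the smooth muscle list had −0.43, and in tumors of 2 to 5 cm −0.44, against −0.66 over all tumors. It passed in both, and a part played by size stays open. With the mitosis score as a covariate the list had −0.41 and passed. With the ending of the sample name as a block the smooth muscle list had −0.29 and did not pass, so handling behind the name stays open.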

How the results depend on the processing

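The upper quartile, age alone, size alone, the 6 arrays, the 2 to 5 cm range and the unadjusted ANOVA p were tested only after the results were seen. Values for lists are median log2 differences and for genes log2 differences, and the cause was not tested unless the construction shows it, as with fewer tumors or a covariate made of the list's own genes. With probe sets above the median brightness the median of all genes was 0.18, and 292 of the 328 genes examined had such a probe set, so signal over background limits the others. By ANOVA with Storey q values the counts were 784 probe sets, 4572 genes and 2 enriched lists. With array weights the counts were 1025 probe sets and 4 enriched lists. Luminal differentiation (−0.72) newly passed. With values quantile-normalized again the count was 1 enriched list. Receptor tyrosine kinases (−0.11) and luminal differentiation (−0.29) newly passed, and DNA repair (0.15) and striated muscle (−0.032) no longer passed. With arrays centred on their median the count was 2 enriched lists. Receptor tyrosine kinases (−0.030), growth factors (−0.18) and luminal differentiation (−0.14) newly passed, and focal adhesion and actin regulation (0.040) and IL-6 and JAK-STAT signalling (0.034) changed sign. With probe sets above the median brightness the count was 4 enriched lists. Receptor tyrosine kinases (−0.36), growth factors (−0.28) and luminal differentiation (−0.11) newly passed, DNA repair (0.41) no longer passed, and focal adhesion and actin regulation (0.043) changed sign. With the probe set of largest fold per gene the counts were 4147 genes and 5 enriched lists. This probe set is chosen by the group difference itself, which favours passing, so these counts are not independent of that choice. ACTN1 (−1.34), KHDRBS1 (−1.06), PTPN2 (−0.95), RPL6 (−0.77), SLTM (0.88), TARDBP (−2.07), TIE1 (0.84), TNPO3 (−2.07), TSG101 (−1.22) and UQCRC2 (−1.06) passed in the other direction. With dog 22 counted as metastatic the count was 4 enriched lists. Receptor tyrosine kinases (−0.25) and luminal differentiation (−0.75) newly passed, and IL-6 and JAK-STAT signalling (0.031) changed sign. Without dogs 14 and 22 the counts were 954 probe sets and 5 enriched lists. Receptor tyrosine kinases (−0.20), luminal differentiation (−0.51) and matrix proteases and inhibitors (0.47) newly passed, and focal adhesion and actin regulation (0.0051) and IL-6 and JAK-STAT signalling (0.0073) changed sign. With grade as a block luminal differentiation (−0.47) newly passed. In grade III tumors the counts were 0 probe sets (11756 by limma at an unadjusted p under 0.05) and 601 genes. IL-6 and JAK-STAT signalling (0.0052) changed sign. In grade II tumors the counts were 1 probe set and 25 genes. Growth factors (−0.12) and luminal differentiation (−0.93) newly passed, striated muscle (−0.050) no longer passed, and focal adhesion and actin regulation (0.053), angiogenesis (0.062) and IL-6 and JAK-STAT signalling (0.025) changed sign. With age and size as covariates the counts were 3 probe sets, 384 genes and 55.6% of tumors on their own side of the tree. Receptor tyrosine kinases (−0.10) and luminal differentiation (−0.73) newly passed, and focal adhesion and actin regulation (0.0050), angiogenesis (0.019) and IL-6 and JAK-STAT signalling (0.023) changed sign. With the name ending as a block the counts were 6 probe sets, 11 genes, 51.9% of tumors on their own side of the tree and 44.4% of tumors placed with their group. The metastatic side of this fit rests on dogs 1 and 8, which limits what its lost calls and changed signs can show. Matrix proteases and inhibitors (0.52), cell adhesion (0.15) and RAS and MAPK signalling (0.20) newly passed, focal adhesion and actin regulation (0.19), T and NK cells (−0.60) and interferon response (−0.78) passed in the other direction, and angiogenesis (0.094), ALDH4A1 (−0.20), CLMP (0.21), IL6ST (−0.40), ITGA4 (−0.19), MRE11 (−0.089), RAP1A (−0.078), RPL32 (0.077), SF3B2 (0.13), SRSF2 (0.15), TEK (0.66), UQCRFS1 (−0.054) and PFDN6 (−0.097) changed sign. With metastatic names ending in T the count was 3 enriched lists. Receptor tyrosine kinases (−0.067) newly passed. With fibroblast and macrophage scores as covariates the counts were 332 probe sets and 1 enriched list. With the smooth muscle score as a covariate the counts were 0 probe sets (13074 by limma at an unadjusted p under 0.05) and 249 genes. Cell adhesion (0.59) and RAS and MAPK signalling (0.29) newly passed, DNA repair (0.13) no longer passed, focal adhesion and actin regulation (0.32) and T and NK cells (−0.74) passed in the other direction, and angiogenesis (0.16), CNN1 (0.38), FGF2 (0.016), KRT17 (0.010), MYL9 (0.37), TPM2 (0.41), WASL (0.021) and macrophages and neutrophils (−0.077) changed sign. With the mitosis score as a covariate the counts were 0 probe sets (10119 by limma at an unadjusted p under 0.05) and 163 genes. Cell adhesion (0.43) and RAS and MAPK signalling (0.35) newly passed, mitosis (0.063), DNA replication (0.031), RNA processing (0.22) and the prognostic signature (0.15) no longer passed, CENPF (−1.16) and KIFC1 (−1.84) passed in the other direction, and DNA repair (−0.015), growth factors (0.062), luminal differentiation (0.22), focal adhesion and actin regulation (0.015), methyltransferases (−0.00047), IL-6 and JAK-STAT signalling (0.028), CCNB2 (−0.17), CCNE2 (−0.23), CHEK1 (−0.098), FGF2 (0.35), MCM6 (−0.020), NDC80 (−0.33), RFC4 (−0.14) and TOPBP1 (−0.015) changed sign. With an estimated correlation the count was 0 lists passing in camera (9 at an unadjusted p under 0.05). Mitosis (2.20), DNA replication (1.05), DNA repair (0.33), protein folding (0.31), proteasome (0.42), striated muscle (−0.096), apoptosis (0.35), RNA processing (0.36) and the prognostic signature (0.46) no longer passed. With the upper quartile as a covariate the counts were 47 probe sets and 848 genes. Receptor tyrosine kinases (−0.085), growth factors (−0.085), luminal differentiation (−1.08) and focal adhesion and actin regulation (−0.062) newly passed, and striated muscle (0.0097), cell adhesion (−0.0062) and IL-6 and JAK-STAT signalling (0.033) changed sign. With age as a covariate the count was 308 probe sets. With size as a covariate the counts were 4 probe sets, 477 genes, 59.3% of tumors on their own side of the tree and 55.6% of tumors placed with their group. Luminal differentiation (−0.66) and matrix proteases and inhibitors (0.56) newly passed, and focal adhesion and actin regulation (0.0044), angiogenesis (0.0073) and IL-6 and JAK-STAT signalling (0.010) changed sign. Without the 6 arrays of lowest upper quartile the counts were 204 probe sets, 1606 genes and 1 interaction gene. Luminal differentiation (−0.93) newly passed, and striated muscle (−0.034) no longer passed. In tumors of 2 to 5 cm the counts were 1 probe set and 505 genes. Luminal differentiation (−0.67) and matrix proteases and inhibitors (0.62) newly passed, and focal adhesion and actin regulation (0.053) and IL-6 and JAK-STAT signalling (0.023) changed sign. By ANOVA p without adjustment the count was 2025 probe sets. Leaving out each tumor in turn gave ranges of probe sets 307 to 758, receptor tyrosine kinases −0.18 to −0.022, luminal differentiation −0.46 to −0.022, focal adhesion and actin regulation −0.027 to 0.024, IL-6 and JAK-STAT signalling −0.041 to 0.0060, enriched lists 0 to 5, interaction genes 0 to 2 and relations passing 0 to 2. Between 89 and 320 of the genes examined kept both direction and side of the threshold, fewest with the name ending as a block. The tree and the placing have no value in grade II, in grade III, in tumors of 2 to 5 cm or with the smooth muscle or mitosis score, nor the placing with age and size, nor enrichment with the mitosis score.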

Differences from the paper's values

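The alternatives named first were set before the data were examined, and the largest fold per gene is one of them. The unadjusted ANOVA p was chosen after seeing the values.

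The paper gives 1011 genes past its thresholds, 744 higher and 267 lower in metastatic tumors, and 348 probe sets with 1 gene, 223 higher and 125 lower, passed them in limma. By ANOVA with Storey q values, the paper's methods naming ANOVA and q values, the count was 545, with 386 higher and 159 lower. With array weights the count was 703 with 215 lower, and without dogs 14 and 22 it was 691 with 521 higher, each within 1.5 times the paper's value, and no other alternative set beforehand came that near. An unadjusted ANOVA p under 0.001, chosen after seeing the values, gave 1451 (1089 higher and 362 lower) and dropped 77 of the probe sets held of Additional file 2. All of those held had an adjusted p under 0.05 in limma.

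At the same thresholds the paper lists 93 higher cell cycle genes, 13 checkpoint genes and 27 repair genes, and 4, 0 and 1 passed in limma, while 74, 8 and 22 had an adjusted p under 0.05. These counts take the probe set of highest mean per gene. With that of largest fold, the one the paper's methods keep among redundant probe sets, 24, 3 and 8 passed, and 3 of the signature. The paper's methods name ANOVA and q values, and by ANOVA with Storey q values 9, 0 and 4 passed, with 2 of the signature. Without dogs 14 and 22 the counts were 32, 5 and 7, with 5 of the signature, and with array weights 22, 3 and 3, with 4. At an unadjusted ANOVA p under 0.001, chosen after seeing the values, 54, 7 and 13 of them passed, and 10 of the signature. Of the prognostic signature the paper counts 23 genes, in Table 8 partly through other members of a gene family, whereas only the signature's own genes were counted here and 0 passed, with 17 higher and 1 lower at an adjusted p under 0.05. No alternative set beforehand reached any of these paper values. The paper's array fold of HEPACAM2 is 0.01 and the fold here 0.0755, which is also the fold of its probe set in the paper's Additional file 2. Of the alternatives, 0.0373 with array weights, 0.00928 in grade II tumors and 0.0423 with the name ending as a block lay within the SD of the tumors, unlike the other alternatives.

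JMJD6 is named among lower angiogenesis genes in the paper's text and was higher by 0.81, and Table 5 of the paper lists it as up-regulated too. Members of the EGF and IGF pathways are named as lower, and EGF had −1.08, IGF1 0.30 and IGF2 −2.53, none of which passed, while ERBB4 and IGF2R were lower. The paper reports enriched gene classes, and 0 of 66 tests passed here (2 at an unadjusted p under 0.05) with genes chosen by limma, 2 by ANOVA with Storey q values, and other alternatives gave up to 5. The genes chosen by limma were 76 higher and 46 lower, too few for this test to speak against the paper's classes.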

Other observations

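The test of the reference genes was chosen only after the result was seen, and the splits and the interaction were planned.

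Some genes of mitochondrial protein synthesis and respiration were higher in metastatic tumors. Of 38 genes of the mitochondrial ribosome 18 rose (27 when adjusted over the list alone) and 0 fell, with MRPL3 at 0.89, MRPL16 at 0.54, MRPL33 at 0.92 and MRPS23 at 0.59, and a median log2 difference of 0.55 (camera, adjusted p = 3.67e-11, and adjusted p = 0.148 with an estimated correlation). Oxidative phosphorylation had 37 genes, of which 8 rose and 0 fell (11 and 1 when adjusted over the list alone), among them UQCRC1 at 0.54 and SDHB at 0.46, and a median of 0.24 (adjusted p = 0.000778, and adjusted p = 0.381 with an estimated correlation), a call lost with values quantile-normalized again (0.10), with probe sets above the median brightness (0.24) or with the ending of the sample name as a block (0.099), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (0.19) or without the 6 arrays of lowest upper quartile (0.22). Glycolysis and hypoxia genes rose in 6 of 25 cases (8 when adjusted over the list alone) and fell in 0, led by the lactate transporter gene SLC16A3 with 3.78 and P4HA1 with 1.16, while BNIP3 had −0.014 (adjusted p = 0.864), and the median was 0.55 (adjusted p = 9.67e-05, and adjusted p = 0.295 with an estimated correlation). Of 17 genes of cholesterol synthesis 8 rose and 0 fell (9 and 0 when adjusted over the list alone), with EBP at 0.64, SC5D at 0.75 and HSD17B7 at 1.04, and a median of 0.61 (adjusted p = 3.55e-05, and adjusted p = 0.181 with an estimated correlation). Of 31 genes of the cytosolic ribosome 6 fell and 0 rose (the same when adjusted over the list alone), with RPS13 at −0.28 and RPS14 at −0.25, and a median of −0.14 (adjusted p = 0.00543, and adjusted p = 0.538 with an estimated correlation), a call lost with the ending of the sample name as a block (−0.11), with fibroblast and macrophage scores as covariates (−0.073), with the smooth muscle score as a covariate (−0.038) or with the mitosis score as a covariate (−0.087), while the median was −0.22 without dog 22. By the probe set of largest fold RPS14 had −0.30 and did not pass.

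Some genes of vessels and of myeloid cells were higher too. Of 19 endothelial genes 4 rose, among them PLVAP, a protein of fenestrated vessels, at 1.91 and PECAM1 at 1.00, and TEK fell (8 and 1 when adjusted over the list alone), with a median of 0.55 (adjusted p = 0.0119, and adjusted p = 0.500 with an estimated correlation), a call lost without dog 8 (median 0.50), with probe sets above the median brightness (0.58), in grade II tumors (0.60) or with fibroblast and macrophage scores as covariates (0.45), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (0.25) or without the 6 arrays of lowest upper quartile (0.34). Of 23 genes of macrophages and neutrophils TREM1 and SPI1 (0.95) rose and 0 fell (1 and 0 when adjusted over the list alone), with a median of 0.39 (adjusted p = 0.0156, and adjusted p = 0.538 with an estimated correlation), a call lost without dog 10 (0.30), 18 (0.30) or 19 (0.28), with values quantile-normalized again (0.30), with arrays centred on their median (0.44), with probe sets above the median brightness (0.46), with the probe set of largest fold per gene (0.54), in grade II tumors (0.16), with the ending of the sample name as a block (0.14), with fibroblast and macrophage scores as covariates (0.0053) or with the smooth muscle score as a covariate (−0.077), while the median was 0.64 without dog 22. Of 27 fibroblast genes TIMP2 alone rose (0 when adjusted over the list alone), and the median was 0.51 (adjusted p = 0.0534), the list passing when the tumor of any of dogs 3, 6, 7, 11, 13, 14, 15, 22, 23, 24, 25 or 27 was left out (medians 0.53 to 0.67), while the median was 0.14 without dog 18. The fibroblast list also passed as higher with dog 22 counted as metastatic (0.72), without dogs 14 and 22 (0.72), with age and size as covariates (0.69), with the ending of the sample name as a block (1.34), with the smooth muscle score as a covariate (0.87) or with the mitosis score as a covariate (0.64), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (0.51), with size as a covariate (0.83) or in tumors of 2 to 5 cm (1.09). In the list of B and plasma cells 2 of 15 genes rose (1 when adjusted over the list alone) and 0 fell. The 2 were the chemokine gene CCL21 (2.97) and BANK1 (1.32), and a rise of CCL21 does not by itself show more of these cells. The list had a median of 0.34 (adjusted p = 0.0811) and passed without dog 4 (0.42) or 22 (0.36). It also passed as higher with array weights (0.40), with values quantile-normalized again (0.36) or with dog 22 counted as metastatic (0.39). The same held in grade III tumors (0.39) or with only metastatic names ending in T (0.42). As an alternative chosen after seeing the data, it passed with the upper quartile of the array as a covariate (0.38). Its median lay below 0 with the ending of the sample name as a block (−0.11) or with the smooth muscle score as a covariate (−0.028). T and NK cell genes did not pass singly (0 of 24 by limma, 1 at an unadjusted p under 0.05, and 0 when adjusted over the list alone), CD3G having 1.39 and GZMB 1.42, with a median of 0.23 (adjusted p = 0.145) and a call as higher without dog 22 (0.31), against 0.082 without dog 3. The T and NK list also passed as higher with array weights (0.35), with dog 22 counted as metastatic (0.48), without dogs 14 and 22 (0.31) or with only metastatic names ending in T (0.29), and, as alternatives chosen after seeing the data, with the upper quartile of the array as a covariate (0.57) or without the 6 arrays of lowest upper quartile (0.36), but as lower with the ending of the sample name as a block (−0.60) or with the smooth muscle score as a covariate (−0.74), with a median below 0 with the mitosis score as a covariate (−0.020). Of 24 interferon genes ISG20 alone rose (1 when adjusted over the list alone), with a median of 0.30 (adjusted p = 0.143) and a call as higher without dog 4 (0.43), against 0.18 without dog 7. The interferon list also passed as higher in grade III tumors (0.71) or with only metastatic names ending in T (0.48), but as lower with the ending of the sample name as a block (−0.78), with a median below 0 in grade II tumors (−0.43) or with the smooth muscle score as a covariate (−0.28), with alternatives chosen after seeing the data, namely with the upper quartile of the array as a covariate (−0.26) and without the 6 arrays of lowest upper quartile (−0.094). Of 13 adipocyte genes GPD1 alone fell (−0.60; 1 when adjusted over the list alone), with a median of −0.064 and a mean of 0.11 (adjusted p = 0.810), the median ranging from −0.19 without dog 4 to 0.0091 without dog 23. Of 11 housekeeping genes HPRT1 and YWHAZ (0.39) rose and RPL32 fell (3 and 1 when adjusted over the list alone), with a median of 0.029 (adjusted p = 0.515), ranging from 0.016 without dog 7 to 0.055 without dog 22. The call of PECAM1 was lost without any 1 tumor other than those of dogs 1, 3, 7, 9, 11, 14, 16, 17, 18, 22 and 27, with an adjusted p of up to 0.0688, that of SPI1 without any 1 tumor other than those of dogs 1, 2, 5, 6, 12, 13, 14, 16, 21, 22 and 24, with an adjusted p of up to 0.0798, and that of BANK1 without any 1 tumor other than those of dogs 1, 3, 6, 11, 14, 15, 19, 21, 22, 24, 25 and 27, with an adjusted p of up to 0.0732.

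The mRNA of ESR1 had a log2 difference of −0.43 (adjusted p = 0.176) and that of ERBB2 of −0.15 (0.815). The probe set of ESR1 had a mean log2 level of 2.56, below the median of all values, 3.66, which limits what its difference can show. In the test of whether lymph node status acted differently by grade, 0 genes passed in limma (smallest adjusted p = 0.575) and 424 had an unadjusted p under 0.05, and without dog 23 the number passing was 2.

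Among 100 splits of the tumors into groups of these sizes, the real one included, chance can be excluded for the 509 probe sets past the study's thresholds (highest other 0; 1 of 100 as large), the 2611 genes (highest other 1), the median of the mitosis list (2.20 against 1.63) and the 24 tumors placed (highest other 21). It cannot be excluded for the tree, where 11 splits gave as many as 25 tumors on their own side and the highest other 26. For enrichment and for the interaction by grade the real count of 0 was reached by 100 splits each, which decides nothing, with highest others of 0 and 284, the latter pointing to a structure of the samples that was not examined.

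One candidate explanation for qPCR folds closer to 1 is a change of the reference genes, whose mean log2 difference on the arrays was 0.18. Relative to them the array fold lay closer to the qPCR fold for 2 of 7 genes compared, a count set by the sign of that mean, which is −0.29 with the probe set of largest fold per gene, so the explanation stays open.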
